# Predict the role of lncRNA in kidney aging based on RNA sequencing

**DOI:** 10.1186/s12864-022-08479-8

**Published:** 2022-04-02

**Authors:** Jie Li, Fanfan Gao, Limin Wei, Lei Chen, Ning Qu, Lu Zeng, Yulong Luo, Xinmei Huang, Hongli Jiang

**Keywords:** lncRNA, Kidney, Aging

## Abstract

**Background:**

Long noncoding RNAs (lncRNAs) are involved in physiological and pathological processes. However, no studies have been conducted on the relationship between lncRNAs and renal aging.

**Results:**

First, we evaluated the histopathology of young (3-month-old) and old (24-month-old) C57BL/6J mouse kidneys. Masson trichrome staining and PAS staining showed interstitial collagen deposition and fibrosis, mesangial matrix expansion, a thicker basement membrane and renal interstitial fibrosis in old mouse kidneys. Senescence-associated β-galactosidase (SA-β-gal)-positive areas in the kidneys of old mice were significantly elevated compared to those of young mice. Then, we analyzed the differential expression of lncRNAs and mRNAs in the kidneys of young and old mouse kidneys by RNA-seq analysis. 42 known and 179 novel differentially expressed lncRNAs and 702 differential mRNAs were detected in the mouse kidney. Next, we focused on the differentially expressed mRNAs and lncRNAs by RNA-seq. GO and KEGG analyses were performed based on differentially expressed mRNAs between young and old mouse kidneys. Transregulation based on RIsearch and the correlation coefficient of mRNA-lncRNA were also calculated. The mRNA-lncRNA network was constructed by choosing a Spearman correlation coefficient > 0.9 or <-0.9. GO and KEGG pathway enrichment analyses revealed that differentially expressed mRNAs participated in aging-related pathways. A total of 10 lncRNAs and *trans*-regulated mRNAs were constructed. Finally, we validated the role of lncRNA *Gm43360* by CCK-8, flow cytometry, western blot and SA-β-gal staining. The expression level of *Adra1a* was positively correlated and *Csnk1a1* was negatively correlated with lncRNA *Gm43360*. The cell counting kit-8 (CCK-8) results showed that lncRNA *Gm43360* promoted cell viability. LncRNA *Gm43360* increased the percentage of S phase cells and decreased the percentage of G1 phase cells compared with the negative control. LncRNA *Gm43360* decreased the expression of p53, p21 and SA-β-gal.

**Conclusions:**

LncRNA *Gm43360* may play a protective role in kidney aging.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08479-8.

## Background

According to statistics from the United Nations, the average human life expectancy has doubled in most developed countries over the last 200 years; therefore, the question of how to improve the quality of life of the elderly has become a major public health problem [1, 2]. Aging is a continuous and gradual process and has been generally identified as the starting site for several chronic diseases, including cardiovascular system disease [3], metabolic system disorder [4], cancer [5, 6], and neurodegenerative disease [7]. The glomerular filtration rate (GFR) declines with aging, the kidneys process metabolic toxins at a slower rate, and the accumulation of metabolic toxins accelerates aging [8, 9]. Exploration of the mechanism of kidney aging will be of great significance for delaying the occurrence and development of renal aging. Although a small number of studies have been conducted on renal aging, it is still meaningful to comprehend the mechanism of renal aging.

Long chain noncoding RNAs (lncRNAs) are more than 200 nucleotides in length. LncRNAs regulate transcriptional and posttranscriptional RNA processing, translation, DNA methylation, and chromatin architecture via local (*cis*) and distal (*trans*) mechanisms. It is generally considered that they do not encode proteins but can be involved in various biological regulatory functions. Lin suggested that the lncRNA *HOTAIR* promotes the development of Parkinson’s disease by targeting miR-126 [10]. Gu suggested that the lncRNA *EBF3-AS* promotes neuronal apoptosis in Alzheimer’s disease [11]. J-X Pan suggested that lncRNA *H19* promotes atherosclerosis progression. LncRNA *H19* was recently reported to play a crucial role in the activation of MAPK and the NF-kB signaling pathway and the induction of atherosclerosis [3]. lncRNAs play crucial roles in the progression of diabetic nephropathy [12], glomerular disease [13] and renal fibrosis [14]. The lncRNA *Arid-IR* promotes NF-kB-mediated kidney inflammation by targeting *NLRC5* transcription [15]. The cell cycle changes during aging. Previous studies have shown that lncRNAs are related to cell proliferation and are closely related to cell cycle progression. LncRNA *ANRIL* inhibits vascular smooth muscle cell senescence by alleviating cell cycle arrest [16]. The lncRNA *CASC11* can promote gastric cancer cell apoptosis by accelerating the cell cycle process [17]. The study of lncRNAs in kidney aging is still in its infancy, and we asked whether lncRNAs could regulate the process of kidney aging.

In this study, we aimed to investigate the expression changes of lncRNAs between mouse kidneys of different ages and constructed a lncRNA-mRNA coexpression network to illuminate the role of lncRNAs in kidney aging. Our findings provide new evidence for understanding the potential role of the lncRNA-mRNA coexpression network in the pathogenesis of renal aging.

## Results

Unless otherwise stated, we performed all statistical comparisons using Student’s t test.

### Mouse kidney pathology and SA-β-gal staining

Renal histopathology was examined by PAS staining and Masson trichrome staining (Fig. 1). The blue-stained area in the old mouse kidney indicated interstitial fibrosis and collagen deposition (Fig. 1a), and the fibrosis score increased (*P* < 0.05) (Fig. 1b). Old mouse kidneys exhibited thicker glomerular basement membranes, mesangial matrix expansion, and renal interstitial fibrosis by PAS staining (Fig. 1c). SA-β-gal-positive areas in the kidneys of old mice were significantly elevated compared to those in the kidneys of young mice (*P* < 0.05) (Fig. 1d-e). These results indicated that aging leads to the aggravation of renal fibrosis.

**Fig. 1:**
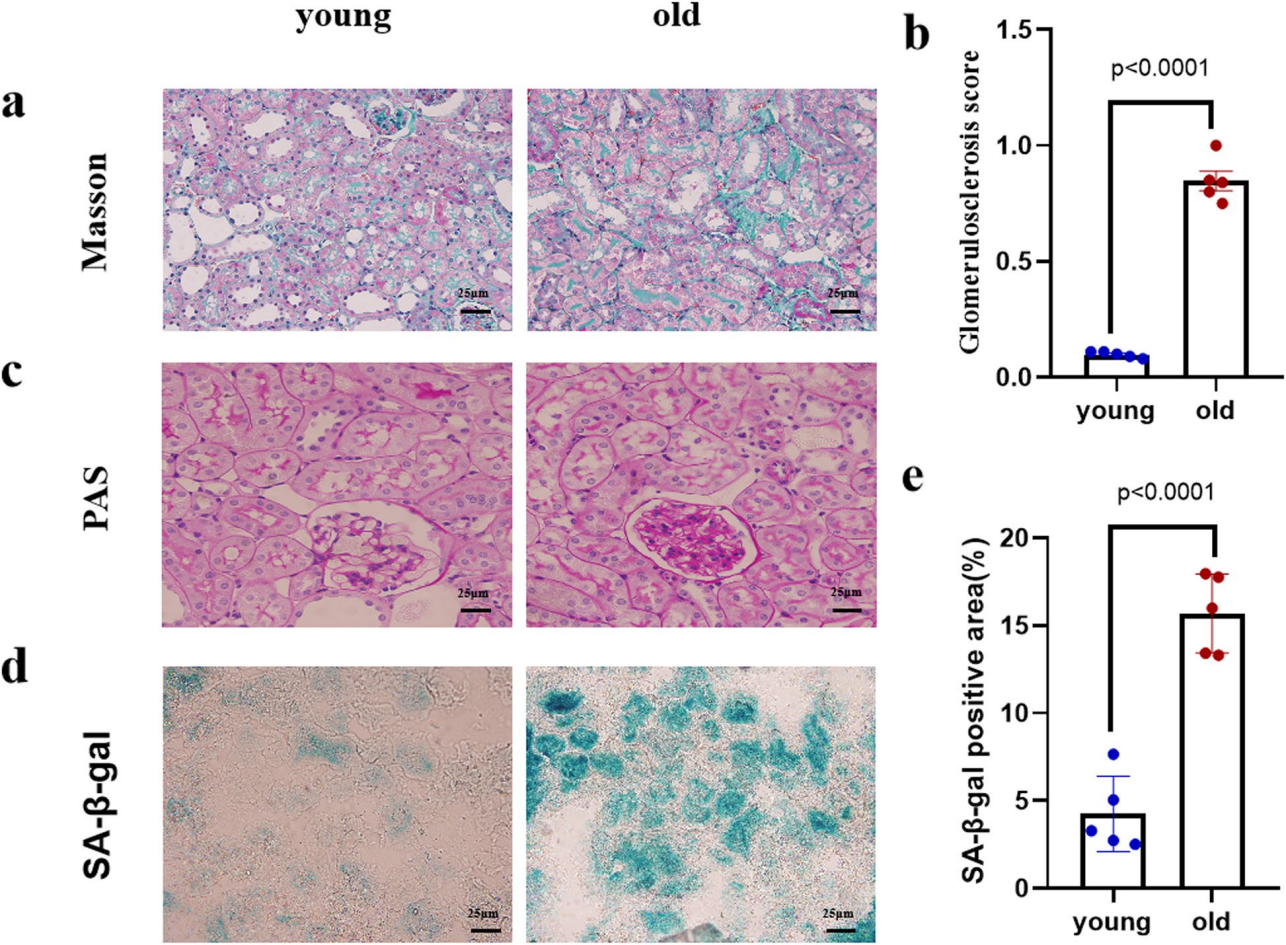
Histopathological changes in the mice kidney. **a**, **c**, **d** PAS, Masson staining and SA-β-gal staining (200×) showed kidney structure changes in mice. *N* = 5; **b** Fibrotic area based on Masson staining were expressed as mean ± SD. *N* = 5; **e** SA-β-gal positive area were expressed as mean ± SD. *N* = 5

### Differential expression of lncRNAs and mRNAs between young and old mouse kidneys

To determine the mechanism of RNAs in aging mice, we analyzed lncRNA and mRNA expression in the kidneys of C57BL/6J mice of different ages by RNA sequencing. 

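Kidney RNA from 15 male C57BL/6J mice was sequenced, one library per mouse, with 5 mice at each of 3, 12 and 24 months of age. The paper compares the 3-month-old (young) with the 24-month-old (old) mice and does not report on the 12-month-old mice. For the libraries, the paper describes purification of polyadenylated RNA on oligo(dT) beads and elsewhere speaks of pooled RNA, whereas the sample labels describe removal of ribosomal RNA; the deposited values have a separate column for each mouse. The authors trimmed the reads with Cutadapt, mapped them with Bowtie2 and HISAT2 to GRCm38 with Ensembl release 88, assembled transcripts with StringTie, merged the assemblies and deposited each transcript's FPKM (fragments per kilobase of transcript scaled to library size) and mean coverage. These are not counts, and only 4.06% of the low values corresponded to whole reads, so no count test was applied to them. The ratio of coverage to FPKM gives the number of aligned bases behind each library. It was between 5.03 and 6.13 Gb (gigabases) in the 3-month-old mice (median 6.04 Gb), between 5.84 and 8.03 Gb in the 12-month-old mice (median 7.17 Gb) and between 6.07 and 7.33 Gb in the 24-month-old mice (median 7.00 Gb). The 3-month-old libraries were therefore the shallowest by median. Transcripts listed above 0 numbered between 83226 and 86350 in them and between 87548 and 89423 in the 24-month-old libraries. These numbers did not follow depth alone. At 6.13 Gb, 3-month-old replicate 7 listed 84521, while 24-month-old replicate 32 listed 87948 at 6.07 Gb and 12-month-old replicate 20 listed 87796 at 5.84 Gb. Of the aligned bases, between 68.8% and 71.2% per mouse lay on the 129029 listed transcripts, of which 92904 carry an Ensembl identifier and 36125 were assembled from the reads. Differences between ages were tested with limma (trend = TRUE) on log2(FPKM + 1), over transcripts with FPKM above 0 in at least 1 of the mice compared. Fold changes are on that scale, which understates the change of transcripts with low FPKM. A transcript was called at an unadjusted p under 0.05 and an absolute log2 fold change above 1, and Benjamini-Hochberg adjusted p-values are given beside. An FPKM of exactly 0 need not mean absence: Rn7sk, at 3489 FPKM on average, was listed at 0 in 1 mouse.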

A total of 79,320 mRNA transcripts, 10,662 known lncRNA transcripts and 11,412 novel lncRNA transcripts were detected by sequencing. 

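Over the 5 young and 5 old mice, 79353 mRNA transcripts and 9979 known lncRNA transcripts had an FPKM above 0 in at least 1 mouse. The lncRNA class the paper calls new was taken as the assembled transcripts lying inside introns, between genes or antisense to a gene (StringTie class codes i, u and x), of which 15968 were above 0. The authors' filter on coding potential with CPC and CNCI could not be repeated from the files, so this class is not the paper's. In the part of Additional file 3 that could be read, which holds 1948 of its 11017 transcripts, 1892 had these codes and 56 had another one (j or o). Of these assembled transcripts above 0, 95.4% had a single exon and their median length was 654.5 bases. The detection limit moved the numbers most. At an FPKM of at least 1 in at least 1 mouse, 30827 mRNA transcripts, 2040 known lncRNA transcripts and 13744 assembled lncRNA transcripts remained in the count. Over all 15 mice, 82247, 10657 and 16474 were above 0. The mRNA class holds every listed Ensembl transcript outside the lncRNA gene types, and so also pseudogenes and small non-coding RNAs. Among the mRNA transcripts, 41356 (52.1%) are annotated as protein-coding and 17261 (21.8%) as retained introns, and the protein-coding transcripts carried 80.3% of the FPKM of the class.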

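In the 24-month-old against the 3-month-old mice, limma called 469 of 79353 mRNA transcripts, 26 of 9979 known lncRNA transcripts and 134 of 15968 assembled lncRNA transcripts. With the p-value adjusted over all transcripts tested, 8 of the mRNA calls, 0 of the known lncRNA calls and 10 of the assembled lncRNA calls were under 0.05 (limma, Benjamini-Hochberg), while 942 known lncRNA transcripts had an unadjusted p under 0.05. These numbers were 1, 0 and 0 without 3-month-old replicate 9, and 12, 1 and 13 without 3-month-old replicate 5. The FPKM of the young and old mice did not overlap for 136 of the 469 mRNA calls (29.0%), 9 of the 26 known lncRNA calls (34.6%) and 48 of the 134 assembled lncRNA calls (35.8%), a share that selection by these same mice raises. At least 1 of the 10 mice was listed at 0 for 158 of the called mRNA transcripts (33.7%), 18 of the known lncRNA transcripts (69.2%) and 110 of the assembled lncRNA transcripts (82.1%). An F test of a linear model with a library covariate, the form of test in the ballgown package, was computed on the same values. Its fold change is the age term beside that covariate, so it can differ from the difference of means that limma gives. It gave 702 mRNA transcripts and 42 known lncRNA transcripts, of which 253 and 15 were also called by limma, and 265 assembled lncRNA transcripts, of which 76 were. For the 627 mRNA transcripts of Additional file 1 that could be read, out of 79319, this test's p-values differed from the paper's by at most 5e-07. The largest adjusted p among its calls was 0.600. Apart from the adjustment of the p-value, a pseudocount of 0.1 in place of 1 moved the number of mRNA transcripts called by limma most, to 3296.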

A total of 42 known and 179 novel differentially expressed lncRNAs and 702 differential mRNAs were expressed in the mouse kidney. The histogram and volcano plot showed that there were 347 upregulated mRNAs transcripts and 355 downregulated mRNAs transcripts in the old mouse kidney and 130 upregulated lncRNAs transcripts and 91 downregulated lncRNAs transcripts in the old mouse kidney (Fig. 2).

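Of the 469 mRNA transcripts called by limma, 233 were higher and 236 lower in the old kidneys. The lncRNA calls, known and assembled together, numbered 160, of which 120 were higher and 40 lower. With the F test, 347 mRNA transcripts were higher and 355 lower, and of 307 lncRNA calls 183 were higher and 124 lower. Among the mRNA calls without overlap between the ages, the smallest p-values for higher expression belonged to Gabra3 (ENSMUST00000055966), Rnf212b (ENSMUST00000218311) and Nat8f3 (ENSMUST00000201219). Gabra3, a subunit of the GABA-A receptor, had a log2 fold change of 1.96 (standard error 0.20, adjusted p = 0.0226 from limma). It was listed at 0 in 4 of the 5 young mice and at 0.0137 in the other, and was between 1.40 and 4.28 FPKM in the old mice, while the whole gene changed by 0.72. The Rnf212b transcript was listed at 0 in all 5 young mice and was between 0.871 and 1.63 FPKM in the old mice. The whole Rnf212b gene was between 0.201 and 0.539 FPKM in the young mice and changed by 1.05. For lower expression they belonged to transcripts of Herpud1 (ENSMUST00000161085, annotated for nonsense-mediated decay), Cnep1r1 (ENSMUST00000095214) and Arhgdia (ENSMUST00000106197). Arhgdia fell from 44.2 ± 6.57 to 14.7 ± 2.05 FPKM (SD, n = 5 mice per age; log2 fold change -1.52, standard error 0.15, adjusted p = 0.0173 from limma), and summed over all its transcripts the gene changed by -1.48. Cnep1r1 had a log2 fold change of -2.04 for this transcript and -0.67 for the whole gene, and Herpud1 of -2.90 and -0.76. Among known lncRNAs, Gm6999, Gm42944 and Gm36011 led the higher calls and Gm17035, 1700020I14Rik and Gm42613 the lower ones, and the smallest adjusted p in the class was 0.0619 (limma). Gm17035, an antisense transcript, was the most abundant of these, at 629 ± 121 FPKM in young and 289 ± 104 FPKM in old mice (SD, n = 5). The assembled transcript MSTRG.20254.1, antisense to Rcn1 on chromosome 2, rose from 2.16 ± 0.167 to 5.59 ± 0.295 FPKM (SD, n = 5; log2 fold change 1.06, adjusted p = 0.0173 from limma). MSTRG.12085.1, inside an intron of Prlr, and MSTRG.33421.1, inside an intron of Gm26708, followed it. Among the assembled lncRNA calls, 2 were lower without overlap between the ages, MSTRG.3870.1 and MSTRG.17605.1, and the latter was listed at 0 in 3 old mice.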

**Fig. 2:**
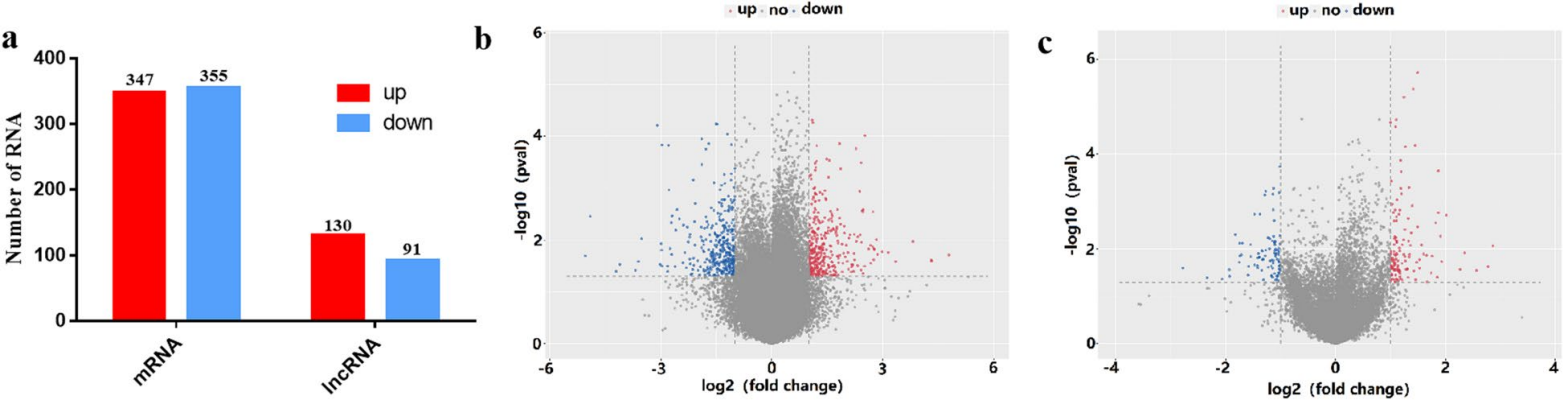
General analysis and volcano map in young and old mouse kidney from RNA-seq. **a** Differentially expressed mRNAs and lncRNAs in young and old mouse kidney detected by RNA-seq; **b** Volcano of mRNAs in young versus old mouse kidney; **c** Volcano of lncRNAs in young versus old mouse kidney. Red indicates up-regulated mRNAs or lncRNAs, blue represents down-regulated mRNAs or lncRNAs, and grey indicates non-regulated mRNAs or lncRNAs

### Aging-related differentially expressed mRNAs

To further explore the role of mRNAs in the renal aging process, GO and KEGG analyses were performed on mRNAs differentially expressed in the mouse kidneys (Fig. 3). 

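Of the called mRNA transcripts, 201 had a KEGG pathway and 448 a GO term in the authors' annotation of the deposited table. Each term with at least 5 transcripts was tested with a one-sided hypergeometric test. The background was the annotated mRNA transcripts with a mean FPKM of at least 1 at either age, since a lower mean cannot reach the fold change limit, which left 7992 transcripts for KEGG and 19153 for GO. After adjustment over the 284 pathways tested, 1 had an adjusted p under 0.05 (11 had an unadjusted p under 0.05). This was steroid hormone biosynthesis, with 8 called transcripts where 1.16 were expected (adjusted p = 0.00454). Of the 7274 GO terms, 7 had an adjusted p under 0.05, led by positive regulation of spindle checkpoint, with 7 transcripts where 0.257 were expected. With all annotated mRNA transcripts as the background, 35 GO terms passed. Transcripts of one gene share their annotation and are not independent, and with genes counted once, 3 GO terms passed, none of them among the 7 above.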

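Among the 448 called transcripts with a GO term, 22 were annotated to phosphorylation, where 20.4 were expected (exact one-sided hypergeometric p = 0.392), and 33 to the oxidation-reduction process, where 25.0 were expected (p = 0.0642). By the same exact test, protein binding held 112 against 119 expected (p = 0.795) and metal ion binding 87 against 86.9 (p = 0.516). Cytoplasm held 168 against 172 expected (exact p = 0.659). Membrane held 214 against 194 (exact p = 0.0276) and had an adjusted p of 0.780, and at a pseudocount of 0.1 it fell below expectation, at 0.950 of the expected number. No term among these 6 had an adjusted p under 0.05. The oxidation-reduction process came nearest with all annotated transcripts as the background, at an unadjusted p of 0.000393 and an adjusted p of 0.0873.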

GO enrichment analysis showed that differentially expressed mRNAs were enriched in biological processes (e.g., phosphorylation, oxidation–reduction process), molecular functions (protein binding, metal ion binding) and cellular components (e.g., membrane, cytoplasm) (Fig. 3a). 

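Of the 201 called transcripts with a KEGG pathway, 5 belonged to oxidative phosphorylation, where 6.77 were expected (exact one-sided hypergeometric p = 0.813). By the same exact test, the AMPK signaling pathway held 6 against 5.21 expected (p = 0.421), the Wnt signaling pathway 5 against 3.67 (p = 0.306) and the Rap1 signaling pathway 2 against 6.66 (p = 0.992). Alzheimer's, Parkinson's and Huntington's disease held 5, 6 and 5 against 7.80, 6.69 and 8.15 expected. All 7 pathways had an adjusted p of 1. With the transcripts called by the F test, oxidative phosphorylation held 12 against 9.32 expected (exact p = 0.223), AMPK 8 against 7.17 (p = 0.428), Wnt 7 against 5.06 (p = 0.243) and Rap1 9 against 9.18 (p = 0.574). Alzheimer's, Parkinson's and Huntington's disease then held 14, 13 and 17 against 10.7, 9.22 and 11.2 expected (exact p = 0.188, 0.133 and 0.0575), each with an adjusted p of 1. Of the F test's 285 calls with a KEGG pathway, 277 lay in the background of 7992 transcripts used for these tests. The paper's enrichment table (Additional file 5) is computed on 112 transcripts, all of them among the 702 called by the F test. Its background held 26946 transcripts. The F test's calls were not tested against a background of that size, so these p-values cannot be set directly beside the paper's. For these it reports 10 transcripts in oxidative phosphorylation, 8 in AMPK, 7 in Wnt and 9 in Rap1 signaling. The paper reports, as the result of its KEGG enrichment, that these mRNAs take part in pathways related to aging.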

KEGG pathway enrichment analysis revealed that differentially expressed mRNAs participated in aging-related pathways, such as oxidative phosphorylation, the AMPK signaling pathway, the Wnt signaling pathway, the Rap1 signaling pathway, and age-related disease (Fig. 3b). 

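The 10 mice were clustered by the correlation of log2(FPKM + 1) between libraries. Over all 79353 mRNA transcripts detected, the first division set 3-month-old replicate 8 apart and did not separate the ages. The median correlation between 2 mice was 0.879 within the young group, 0.876 within the old group and 0.870 between young and old. Over the 469 called mRNA transcripts the first division separated the 5 young from the 5 old mice, with median correlations of 0.795, 0.727 and 0.393. These transcripts had been selected for their difference between the ages, so a separation follows from the selection.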

The differentially expressed mRNAs were included in the heatmap analysis (Fig. 3c).

**Fig. 3:**
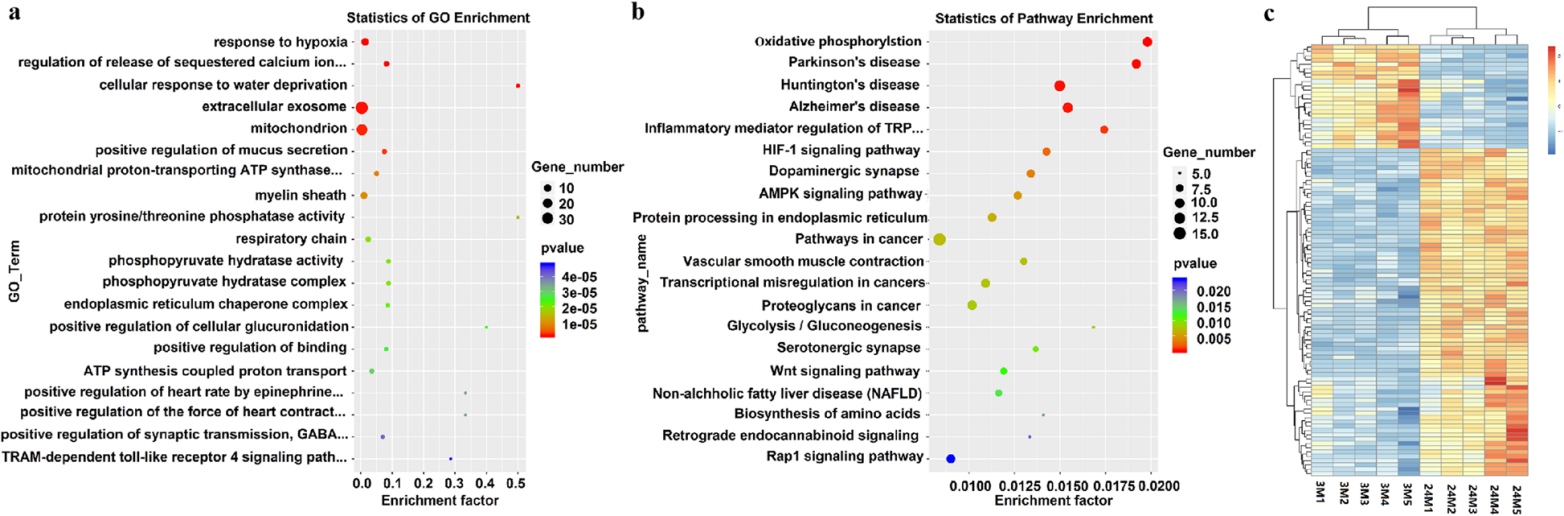
Age-related differentially expressed mRNAs from RNA-seq. **a** GO analysis of mRNAs in young versus old mice kidney; **b** KEGG [18–20] analysis of mRNAs in young versus old mice kidney; **c** Heatmap of mRNAs in young versus old mice kidney. Orange represents an increase in gene expression; blue indicates a decrease in expression levels of gene; white indicating that there is no change in gene expression level. The brightness of the color indicates the degree to which the gene expression level is increased or decreased

### mRNA-lncRNA coexpression network and qRT–PCR verification of the lncRNAs

We observed the potential trans-regulated target genes of lncRNAs using RIsearch analysis. A total 22,917 pairs were obtained between mRNAs and lncRNA transcripts based on trans energy >-70. 

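Additional file 6 lists 31 pairs between 13 mRNA transcripts of 11 genes and 28 lncRNA transcripts, of which 10 are known and 18 assembled. Spearman's rho of the FPKM over the 10 young and old mice was beyond 0.9 in absolute value for 30 of the pairs. Of all 31 pairs, 16 had a positive and 15 a negative rho. The lowest absolute value was 0.888, for Magi3 and MSTRG.29743.6. The largest permutation p was 0.00247 (2-sided, 100000 resamples), and all 31 pairs stayed under 0.05 after Benjamini-Hochberg adjustment over the pairs. The pairs had been chosen for a high rho among many, so these p-values do not test the choice. Pearson's r was beyond 0.9 for 6 of the pairs. With each age centred on its own mean rank, so that a shared difference between the ages no longer contributes, 6 pairs were beyond 0.9. With the 12-month-old mice added, 1 pair was beyond 0.9 without centring and 0 with it. Without 24-month-old replicate 34 the number was 13, without replicate 32 it was 16, without replicate 31 it was 17 and without 3-month-old replicate 7 it was 19. At least 1 mouse was listed at 0 for 16 of the lncRNAs and 7 of the mRNA transcripts. Ranks are tied where more than 1 mouse was listed at 0.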

Then, we choose the pairs with Spearman correlation coefficients > 0.9 or <-0.9 between mRNA-lncRNA based on the RNA expression levels, including a total of 11 mRNAs and 28 lncRNA transcripts (Fig. 4a). Then, 5 known lncRNAs and 5 novel lncRNAs in the mRNA-lncRNA coexpression network were selected to validate the accuracy and reliability of the RNA-seq data. The lncRNAs were described in the heatmap analysis. We designed appropriate primers and amplified lncRNAs. 

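The RNA-seq values of the 10 lncRNAs chosen for qRT-PCR were read from the limma fit over all transcripts, for the 5 young and 5 old mice. Of the known lncRNAs, ENSMUST00000208671 (Gm36011, chromosome 7 of GRCm38, 71088427 to 71116539) rose from 2.21 ± 1.01 to 5.72 ± 0.932 FPKM (SD, n = 5), a log2 fold change of 1.12 (standard error 0.23). ENSMUST00000145042 (5930430L01Rik) rose from 1.70 ± 0.752 to 3.77 ± 0.870 FPKM, a log2 fold change of 0.85. ENSMUST00000220013 (RP24-198I16.6) fell from 1.97 ± 0.664 to 0.787 ± 0.322 FPKM, a log2 fold change of -0.73. In these lncRNAs every old mouse lay on one side of every young mouse (exact permutation test, 2-sided, p = 0.00794, the smallest that 5 mice against 5 allow). ENSMUST00000205549 (Gm44981) had a log2 fold change of -0.60 (standard error 0.31) with overlapping groups (exact permutation p = 0.0952). ENSMUST00000197656 (Gm43360) had a log2 fold change of -0.997 (standard error 0.44, exact permutation p = 0.0317). It was between 3.18 and 7.99 FPKM in the young mice, and in the old mice replicates 31, 32, 33 and 35 had 2.32, 4.03, 3.01 and 4.33 FPKM while replicate 34 was listed at 0. Among the assembled lncRNAs, MSTRG.34276.1 rose from 1.29 ± 0.579 to 3.11 ± 0.923 FPKM (exact permutation p = 0.0159). MSTRG.3870.1 fell from 6.98 ± 2.70 to 1.78 ± 0.765 FPKM, without overlap. MSTRG.39067.1 had a log2 fold change of 1.17 (standard error 0.58, exact permutation p = 0.127), and 2 young mice were listed at 0 while the other 3 reached up to 4.89 FPKM. Over the 10 lncRNAs, 7 had an unadjusted limma p under 0.05 and 3 met both limits of the call, while the F test called all 10. The F test's log2 fold change, taken beside its library covariate, was -1.70 for Gm43360 and -1.42 for MSTRG.22977.3, where limma gave -0.997 and -0.70. For MSTRG.3870.1 it was -1.41 against -1.49. After Benjamini-Hochberg adjustment over all transcripts tested, 0 of the 10 lncRNAs were under 0.05 (limma adjusted p between 0.221 and 0.727). Adjusted over the list alone, 6 were; the study chose the list on these same mice, so this is not independent evidence.

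**Figure D1:**
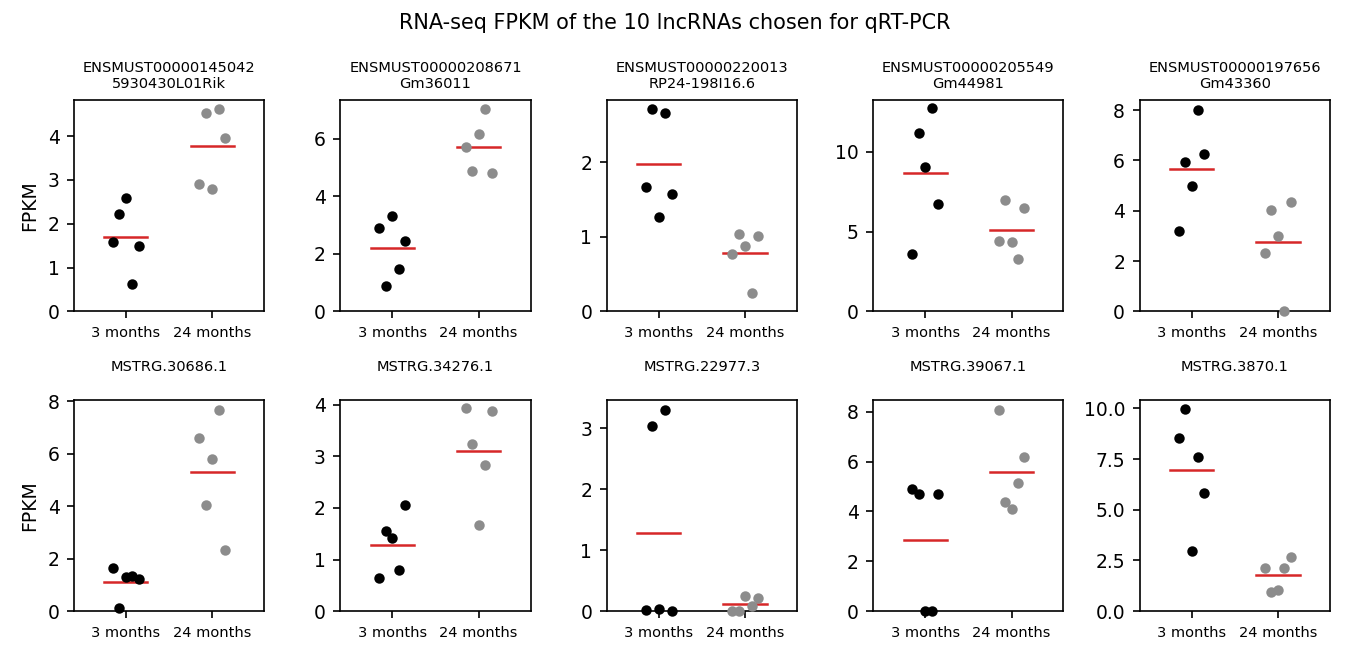
FPKM of the 10 lncRNAs chosen for qRT-PCR, one panel per lncRNA, with FPKM on the vertical axis starting at 0 and the age on the horizontal axis. Each point is a mouse (black, 3 months; grey, 24 months; 5 mice per age) and the red line is the mean. For 5 of the 10 lncRNAs the points of the 2 ages do not overlap.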

Similar to the RNA-seq data, the qRT–PCR results showed that 5 known lncRNA transcripts, ENSMUST00000145042, ENSMUST00000208671, ENSMUST00000220013, ENSMUST00000205549, and ENSMUST00000197656 (*Gm43360*), and 3 novel lncRNA transcripts, MSTRG.34276.1, MSTRG.39067.1, and MSTRG.3870.1, were consistent with the sequence data (Fig. 4b-c). In addition, the other two lncRNAs were consistent with the sequencing results, but the results were not statistically significant (Fig. 4c). 

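The other lncRNAs of the list were MSTRG.30686.1 and MSTRG.22977.3. MSTRG.30686.1, antisense to Alms1-ps2 on chromosome 6, rose from 1.13 ± 0.584 to 5.29 ± 2.12 FPKM (SD, n = 5), with a log2 fold change of 1.55 (standard error 0.31) and no overlap between the ages (exact permutation p = 0.00794). MSTRG.22977.3, at the locus of Gm17690 on chromosome 3, had a log2 fold change of -0.70 (standard error 0.46, limma p = 0.166, exact permutation p = 0.373). It lay between 0.00800 and 3.30 FPKM in the young mice and between 0 and 0.251 FPKM in the old mice, where 2 were listed at 0. Its difference was not larger than the spread between the mice.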

In general, the qRT–PCR results were consistent with RNA-seq data.

**Fig. 4:**
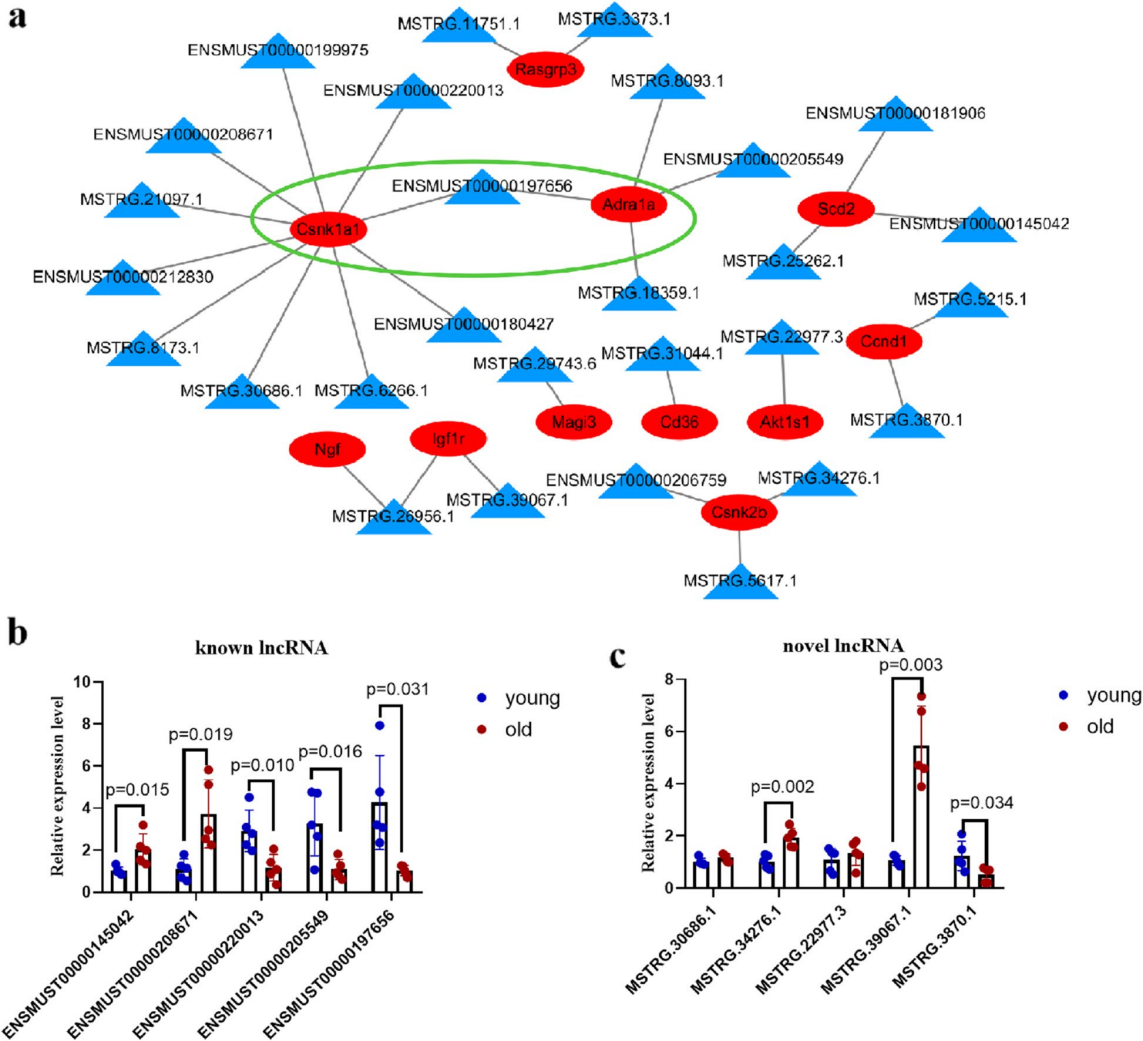
**a** Interaction of coexpressed mRNA-lncRNA. Triangle blue nodes represent lncRNAs; Circular red nodes represent mRNAs. **b** Known lncRNAs relative expression level detected by qRT-PCR. Black indicates young mouse kidney, grey represents old mouse kidney. *N* = 5. **c** Novel lncRNAs relative expression level detected by qRT-PCR. Black indicates young mouse kidney, grey represents old mouse kidney *N* = 5

### Correlation of lncRNA *Gm43360* and its potential target mRNAs

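Gm43360 was paired in Additional file 6 with transcripts of 2 genes, Adra1a (ENSMUST00000160647) and Csnk1a1 (ENSMUST00000163205). Of the 28 lncRNAs, 26 were paired with 1 mRNA gene. Adra1a was paired with 4 lncRNAs and Csnk1a1 with 10. The Adra1a transcript of the pair is annotated as a retained intron. It was between 0.677 and 6.34 FPKM in the young mice, and between 0 and 2.64 FPKM in the old mice, 1 of which was listed at 0 (log2 fold change -1.24, standard error 0.50, exact permutation p = 0.0397). The whole Adra1a gene fell from 11.5 ± 3.11 to 6.43 ± 1.39 FPKM (SD, n = 5; log2 fold change -0.73, exact permutation p = 0.0317). The Csnk1a1 transcript rose from 1.40 ± 0.914 to 4.85 ± 1.53 FPKM without overlap (log2 fold change 1.33, standard error 0.31). Csnk1a1 as a whole had 37.8 ± 5.97 FPKM in young and 44.9 ± 7.33 FPKM in old mice, a difference within the spread (log2 fold change 0.24, exact permutation p = 0.127). Of its 16 listed transcripts, 10 were higher and 6 lower in the old mice.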

LncRNA *Gm43360* was selected for study because it connected two lncRNA-mRNA coexpression networks. 

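Fig. 5a shows 9 of the 10 mice. Pearson's r over the 9 mice without 24-month-old replicate 34 lay within 0.00049 of both coefficients printed in the paper, and the next nearest set of 9 was 0.0152 away. Over these 9 mice, Pearson's r between the FPKM of Gm43360 and of Adra1a was 0.865 (exact permutation p = 0.00289) and Spearman's rho was 0.883 (p = 0.00308 by the same test). For Csnk1a1 Pearson's r was -0.809 (exact permutation p = 0.00847) and Spearman's rho was -0.867 (p = 0.00451 by the same test). In 24-month-old replicate 34, both Gm43360 and the Adra1a transcript were listed at 0. The paper gives no reason for leaving it out. Over all 10 mice, rho was 0.915 for Adra1a (p = 0.00062, permutation test, 2-sided, 100000 resamples, Benjamini-Hochberg adjusted over both correlations 0.00073) and -0.903 for Csnk1a1 (p = 0.00073, adjusted 0.00073). Pearson's r was 0.862 and -0.854. Without the 2 mice farthest from the median of Gm43360, 3-month-old replicate 8 and 24-month-old replicate 34, r was 0.921 and -0.781. With each age centred, rho was 0.843 and -0.794. With the 12-month-old mice added, it was 0.631 and -0.525 (permutation p = 0.0136 and 0.0472), and with each age centred as well 0.462 and -0.423 (permutation p = 0.0872 and 0.120). With the FPKM of the whole gene in place of the transcript, rho was 0.758 for Adra1a and -0.539 for Csnk1a1 (permutation p = 0.114 for the latter). The paper states that it selected Gm43360 because it connected 2 coexpression networks, and examines its relation to the potential targets Adra1a and Csnk1a1 further by overexpression and knockdown in cells.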

The expression level of *Adra1a* was positively correlated (rho = 0.8650, *p* = 0.026) with that of *Gm43360, Csnk1a1* (casein kinase 1A1) was negatively correlated (rho=-0.8084, *p* = 0.0084) (Fig. 5a). To further verify the correlation of lncRNA *Gm43360* and its potential target mRNAs *Adra1a* and *Csnk1a1*, an overexpression plasmid of lncRNA *Gm43360* was designed in this study. The expression of *Csnk1a1* was decreased as expected, and *Adra1a* expression also decreased, but not significantly. Next, we knocked down lncRNA *Gm43360* by siRNA to detect whether the expression of its target mRNAs was affected. As expected, Csnk1a1 was increased in lncRNA *Gm43360* knockdown cells relative to the siRNA negative control group (Fig. 5b). Then, we detected the role of lncRNA *Gm43360* in the cell cycle. The cell counting kit-8 (CCK-8) results showed that lncRNA *Gm43360* promoted cell viability (Fig. 5c). The results showed that lncRNA *Gm43360* increased the percentage of S phase cells and decreased the percentage of G1 phase cells compared with the negative control (Fig. 5d). The p53 and p21 proteins were involved in the regulation of the cell cycle and thus were the marks of cell aging. The expression levels of p53 and p21 were significantly decreased in the overexpression group relative to the control group. The expression levels of p53 and p21 were significantly increased in the siRNA group relative to the siRNA control group (Fig. 5e). Overexpression of lncRNA *Gm43360* decreased the number of SA-β-gal-positive cells, and β-gal-positive cells increased in the group of transfect *Gm43360* (Fig. 5f). Taken together, these results indicated that lncRNA *Gm43360* inhibited the senescence of renal tubular epithelial cells by inhibiting the expression of *Csnk1a1*.

**Fig. 5:**
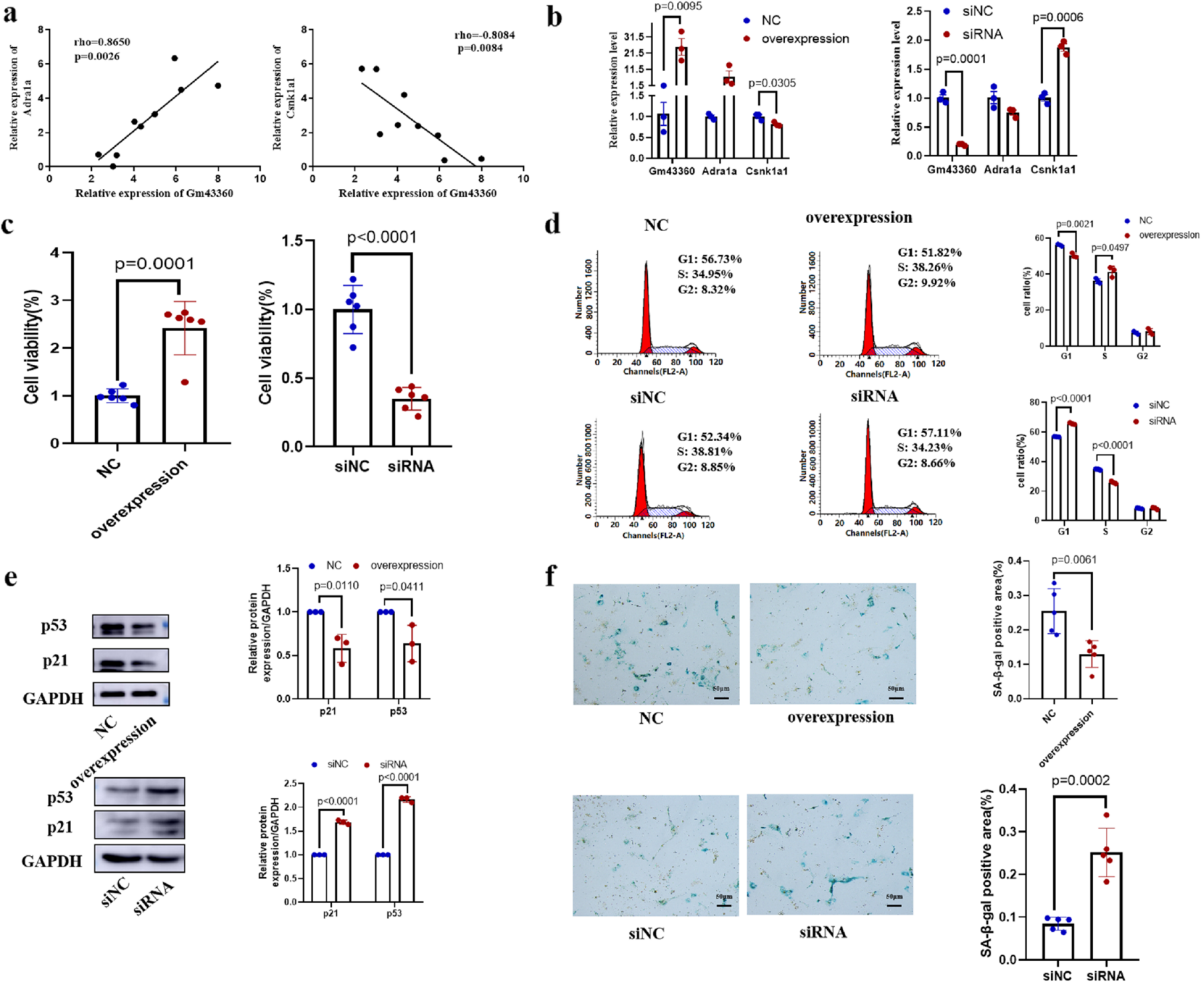
Correlation of lncRNA *Gm43360* and its potential target mRNAs. **a** Spearman’s correlation between lncRNA *Gm43360* expression and Adra1a and the negative correlation between lncRNA *Gm43360* expression and Csnk1a1 in the 9 matched samples from RNA-seq. **b** Adra1a and Csnk1a1 expression level was measured by qRT-PCR. *N* = 3. **c** CCK-8 assays of cell viability. *N* = 6. **d** Cell cycle distribuion were detected by flow cytometry. *N* = 3. **e** The expression of p53 and p21 were measured by Western blotting. *N* = 3. **f** SA-β-gal staining showed that the expression of SA-β-gal were decreased by overexpressed plasmid of *Gm43360*. *N* = 5

## Discussion

In this study, we evaluated the mRNA expression data from young and old mouse kidneys and conducted bioinformatic analyses that disclosed the functions of the aberrantly expressed mRNAs. We observed 347 upregulated mRNAs and 355 downregulated mRNAs as well as 130 upregulated lncRNAs and 91 downregulated lncRNAs in old mouse kidneys compared with young mouse kidneys. In addition, these mRNAs were shown to be involved in aging-related pathways, such as oxidative phosphorylation, the AMPK signaling pathway, the Wnt signaling pathway, the Rap1 signaling pathway, and age-related disease, which demonstrated the functions of differentially expressed mRNAs in the pathogenesis of renal aging.

The long noncoding RNA *NEAT1* is a protective factor in the progression of kidney fibrosis in renal tubular epithelial cells [21]. 

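The gene Neat1 (chromosome 19) was listed with 10 transcripts, 3 of them annotated. Summed over its transcripts, it had 8.01 ± 3.10 FPKM in the young and 5.25 ± 1.54 FPKM in the old mice (SD, n = 5), a log2 fold change of -0.49 (standard error 0.25). The groups overlapped (exact permutation test, 2-sided, p = 0.103) and the adjusted p over all genes was 0.412 (limma). Its most abundant annotated transcript, ENSMUST00000173672, had a log2 fold change of -0.84 (standard error 0.26, adjusted p = 0.433 from limma). Of the 10 transcripts, 7 were lower and 3 higher in the old mice.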

Coincidentally, in our sequencing results, lncRNA *NEAT1* was expressed at lower levels in the kidneys of aged mice than in young mice, which is consistent with previous findings. LincRNA-*Gm4419* accelerates inflammation and fibrosis by NF-kB/NLRP3 inflammasome-mediated mechanisms in diabetic nephropathy [22]. In our sequencing results, we also found that the expression of *Gm4419* was higher in the kidneys of aged mice than in young mice, but there was no significant difference. 

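Gm4419, with 1 listed transcript on chromosome 12, had 0.945 ± 0.187 FPKM in the young and 1.23 ± 0.151 FPKM in the old mice (SD, n = 5). The log2 fold change was 0.20 (standard error 0.10, adjusted p = 0.416 from limma). The exact permutation test of the FPKM gave p = 0.0317, without adjustment for the other genes.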

LncRNA *Gm43360* is located on chromosome 5 (Chr5:122494022–122,494,908, 2887 bp). According to the UCSC Genome Browser, *Gm43360* is located in the intron of the protein-coding gene Atp2a2. However, there have been no reports about the involvement of lncRNA *Gm43360* in diseases to date. 

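In the GRCm38 annotation (GENCODE release M21), Gm43360 lies on chromosome 5 from 122492022 to 122494908 on the minus strand, a single exon of 2887 bp, with the biotype TEC, a class for loci whose transcripts await experimental evidence. Atp2a2, which encodes a calcium ATPase of the endoplasmic reticulum, spans 122453513 to 122502225 on the same strand. The whole of Gm43360 lies in the intron from 122491786 to 122500730, between exons 3 and 4 of 5 Atp2a2 transcripts. Atp2a2 fell from 131 ± 11.4 FPKM at 3 months to 72.8 ± 1.91 FPKM at 24 months (SD, n = 5; log2 fold change -0.84, standard error 0.075, adjusted p = 0.0053 from limma), and was at 85.6 ± 7.08 FPKM at 12 months. Gm43360 amounted to 4.32 ± 1.19% of the FPKM of Atp2a2 at 3 months, and in the old mice to between 0% and 6.18% of it, a share that did not differ between these ages (exact permutation test, 2-sided, p = 0.706).

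**Figure D2:**
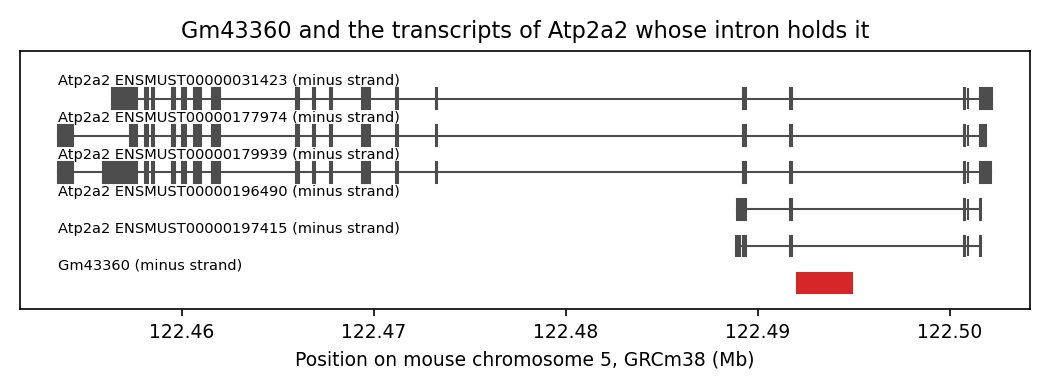
Map of mouse chromosome 5 (GRCm38, position in Mb on the horizontal axis) with Gm43360 in red and the exons (boxes) and introns (lines) of the 5 Atp2a2 transcripts whose intron holds it, all on the minus strand. Gm43360 spans 122492022 to 122494908, inside the intron from 122491786 to 122500730.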

In this study, knockdown of lncRNA *Gm43360* promoted renal tubular epithelial cell senescence. In addition, we identified many differentially expressed lncRNAs in the sequencing results and investigated them.

LncRNAs were classified into *cis* regulation or *trans* regulation based on lncRNA regulatory mechanisms. *Cis*-acting lncRNAs could influence the expression of neighboring genes by depending on *cis-*acting elements, such as promoters, enhancers, and regulatory sequences, which are distances between lncRNAs and mRNAs of less than 100 kb. *Trans*-acting lncRNAs refer to lncRNAs leaving the site of transfection and operating at distant sites (i.e., the distance between lncRNAs and mRNAs is more than 100 kb) [23]. The lncRNA *MAAT* increases the expression of the neighboring gene *Mbnl1* through a *cis*-regulatory module [24]. The lncRNA *Pnky* plays a role as a *trans*-acting regulator in cortical ddevelopment [25]. In this study, there was a transregulatory relationship between lncRNA *Gm43360* and *Csnk1a1*. *Csnk1a1* is a tumor suppressor gene [26] that encodes a protein that participates in the cell cycle and the cell division process [27]. *Csnk1a1* downregulation induces a senescence-associated inflammatory response with growth arrest in colorectal tumors [26]. *Csnk1a1* was downregulated when *Gm43360* was upregulated; thus, it is likely that lncRNA *Gm43360* participates in kidney aging by regulating *Csnk1a1* expression.

## Conclusions

Our investigation of the lncRNA-mRNA coexpression network in kidney aging revealed a lncRNA, lncRNA *Gm43360*, may play a protective role in kidney aging and expanded our understanding of the mechanisms involved in kidney aging.

## Materials and methods

### Samples

Young (3-month-old) and old (24-month-old) male C57BL/6J mice were purchased from the Experimental Animal Center of Xiamen University and were raised in a standard environment. All mouse had free access to food and water. The mice were acclimated to the new facility for a month before they were sacrificed. The mice were anesthetized with urethane by intraperitoneal injection at a dose of 750 mg/kg before specimen collection. Young and old mice were sacrificed on the same day. Residual mouse kidney tissue was used for sequencing in each assay. RNA-seq and histopathology were performed on separate kidneys from the same mouse. Kidney tissue was collected from mice. One kidney was immediately immersed in 10% neutral buffered formalin for subsequent section embedding, and the other kidney was divided into several tissues and immediately placed in liquid nitrogen and then stored at -80 °C.

 The study was supported by the Ethics Committee of the First Affiliated Hospital of Xi’an Jiaotong University (Shaanxi, China) (No. 2018-G-164). All methods were carried out in accordance with the animal ethics guidelines and regulations. This study was carried out in compliance with the ARRIVE guidelines.

### Kidney histopathology

Renal tissue samples of young and old mice were fixed in 10% paraformaldehyde solution overnight. Then, the sections were dehydrated, paraffin-embedded, and sectioned at 4-µm thickness. PAS and Masson trichromatic staining were performed using standard protocols. Images were captured by camera, and the staining-positive area was measured. The area for the histopathology camera images was calculated with Image-Pro Plus 6.0.

### SA-β-gal staining

SA-β-gal activity was analyzed using an SA-β-gal staining kit (Cell Signaling Technology #9860) according to the manufacturer’s protocol. The area of positive staining was measured, and SA-β-gal-positive cells were calculated using Image-Pro Plus 6.0.

### RNA extraction library construction and sequencing

Samples (each 5 mice in young and old mice) were used for lncRNA and mRNA expression analyses. Young mice were numbered 3M1, 3M2, 3M3, 3M4, and 3M5, and old mice were numbered 24M1, 24M2, 24M3, 24M4, and 24M5. Total RNA was extracted using Trizol reagent (thermofisher, 15,596,018) following the manufacturer’s instruction. The total RNA quantity and purity were analysis of Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA, 5067 − 1511), high-quality RNA samples with RIN number > 7.0 were used to construct sequencing library. After extraction of total RNA, mRNA was purified from total RNA (5ug) using Dynabeads Oligo (dT) (Thermo Fisher, CA, USA) with two rounds of purification. Following purification, the mRNA was split into short fragments using divalent cations at high temperature (Magnesium RNA Fragmentation Module (NEB, cat.e6150, USA) under 94℃ 5-7 min). Then the cleaved RNA fragments were reverse-transcribed to obtain the cDNA by SuperScript™ II Reverse Transcriptase (Invitrogen, cat. 1,896,649, USA), which were next used to synthesise U-labeled second-stranded DNAs with E. coli DNA polymerase I (NEB, cat.m0209, USA), RNase H (NEB, cat.m0297, USA) and dUTP Solution (Thermo Fisher, cat.R0133, USA). An A-base was then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contained a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Dual-index adapters were ligated to the fragments, and size selection was performed with AMPureXP beads. After the heat-labile UDG enzyme (NEB, cat.m0280, USA) treatment of the U-labeled second-stranded DNAs, the ligated products were amplified with PCR by the following conditions: initial denaturation at 95℃ for 3 min; 8 cycles of denaturation at 98℃ for 15 s, annealing at 60℃ for 15 s, and extension at 72℃ for 30 s; and then final extension at 72℃ for 5 min. The average insert length for the final cDNA librarys were 300 ± 50 bp. Finaly, we performed the 2 × 150 bp paired-end sequencing (PE150) on an Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) according to the manufacturer’s protocol [28].

### Bioinformatics analysis

#### Sequence and filtering of Clean Reads

A cDNA library constructed by technology from the pooled RNA from kidney samples of mice was sequenced run with Illumina NovaseqTM 6000 sequence platform. Using the Illumina paired-end RNA-seq approach, we sequenced the transcriptome, generating a total of millon 2 × 150 bp paired-end reads. Reads obtained from the sequencing machines includes raw reads containing adapters or low quality bases which will affect the following assembly and analysis. Thus, to get high quality clean reads, reads were further filtered by Cutadapt [29] (https://cutadapt.readthedocs.io/en/stable/, version:cutadapt-1.9). The parameters were as follows:

1. removing reads containing adapters;
2. removing reads containing polyA and polyG;
3. removing reads containing more than 5% of unknown nucleotides (N);
4. removing low quality reads containing more than 20% of low quality (*Q*-value ≤ 20) bases.

Then sequence quality was verified using FastQC [30] (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, 0.11.9). including the Q20, Q30 and GC-content of the clean data.

After that, a total of G bp of cleaned, paired-end reads were produced. The raw sequence data have been submitted to the NCBI Gene Expression Omnibus (GEO) datasets with accession number GSE154223. The reference genome/annotation was Mus_musculus.GRCm38. The source and version of the gene annotation used for analyses was Ensembl_v88.

#### Transcripts assembly

Firstly, Cutadapt [29] was used to remove the reads that contained adaptor contamination, low quality bases and undetermined bases. Then sequense quality was verified using FastQC (http://www.bioinformatics.Babraham.ac.uk/projects/fastqc/). We used Bowtie2 [31] and Hisat2 [32] to map reads to the genome of mouse. The mapped reads of each sample were assembled using StringTie [33]. Then, all transcripts from kidney samples were merged to reconstruct a comprehensive transcriptome using perl scripts. After the final transcriptome was generated, StringTie [33] and edgeR [34] was used to estimate the expression levels of all transcripts.

#### LncRNA identification

First of all, transcripts that overlapped with known mRNAs and transcripts shorter than 200 bp were discarded. Then we utilized CPC [35] and CNCI [36] to predict transcripts with coding potential. All transcripts with CPC score <-1 and CNCI score < 0 were removed. The remaining transcripts were considered as lncRNAs.

#### Differentially expressed analysis genes (DGEs) ananysis

StringTie [33] was used to perform expression level for mRNAs and lncRNAs by calculating FPKM [37]. Genes differential expression analysis was performed by DESeq2 software between two different groups (and by edgeR between two samples) [34, 38]. The genes with the parameter of *q* value below 0.6 and absolute fold change > 2 were considered differentially expressed genes.

#### Target gene prediction and functional analysis of lncRNAs

To explore the function of function of lncRNAs, we predicted the cis-target genes of lncRNAs. LncRNAs may play a *cis* role acting on neighboring target genes. In this study, coding genes in 100,000 upstream and downstream were selected by perl script. Then, we showed functional analysis of the target genes for lncRNAs by using the scripts the BLAST2GO [39]. The full commands link to the public domain was Jie-Li/README.md at main · dandan-li/Jie-Li (github.com).

### Gene ontology (GO) categories and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis

The bioinformatics analysis for RNA sequencing was performed using OmicStudio tools (http://www.omicsudio.cn/tool). Gene Ontology (GO) functional enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) [37–39] enrichment analysis were used to analyze the biological functions of the predicted target genes. GO analysis clarifies the main biological processes through three aspects: cell composition, molecular functions and biological processes (http://www.geneontology.org/). The analysis first puts all differentially expressed genes and background genes in the GO database. Each item is mapped, the number of genes in each item is calculated, and the hypergeometric distribution is used to perform hypothesis testing to obtain the *P* value of the enrichment result. The lower the *P* value, the more significant the enrichment result. KEGG is a database resource that analyzes the differentially expressed mRNAs by genetic biology to explore important pathways related to target genes (https://www.genome.jp/kegg/). The results are expressed by *p* values; the lower the *p* value, the more significant the enrichment result.

### qRT–PCR

GAPDH was used as the endogenous control. Then, the relative expression levels of unknown genes were calculated. All primers were designed and synthesized specifically for this experiment. Primers for GAPDH have been commercialized. The specificity of Adra1a and Csnk1a1 primers was identified by the single peak of the melt curve.

### Bulid mRNA-lncRNA coexpression network

Transregulation was based on RIsearch, and then the trans energy was calculated. The smaller the trans energy was, the higher the possibility of binding. Then, the correlation coefficient of mRNA-lncRNA was also calculated. The mRNA-lncRNA network was constructed by choosing a Spearman correlation coefficient exceeding 0.9. The mRNA-lncRNA coexpression network was constructed using Cytoscape software (v3.7.1).

### Cell culture

Mouse renal proximal tubular epithelial cells (MRPTEpiCs) were cultured in epithelial cell medium-animal (EpiCM-a, Cat. #4131) containing 2% fetal bovine serum (FBS, Cat. #0010) and Epithelial Cell Growth Supplement-animal (EpiCGS-a, Cat. #4182) without antibiotics in a humidified incubator at 37 °C and 5% CO_2_. The culture medium was changed every 2–3 days. The cells in the logarithmic growth phase were subcultured when the growth reached 90%. The cell suspension digested by trypsin was seeded into 6-well plates with 2*10^4^-5*10^4^ cells in each well. The cells used for transfection were all between generations 2 and 5.

## Plasmid construction and cell transfection

The lncRNA *Gm43360* overexpression plasmid was constructed by GeneChem (Shanghai, China). The plasmid backbone was GV658, and the CMV promoter drove lncRNA expression. The cloned nucleotide sequence is provided in the supplementary material. For lncRNA *Gm43360* knockdown, three lncRNA ENSMUST00000197656-target siRNAs (lncRNA *Gm43360*-siRNA1, 5’-CCUUCACUCCAGCUGGUAATT-3’; lncRNA *Gm43360*-siRNA2, 5’-CCCUGUCACUCAUGAAGUUTT-3’; and lncRNA *Gm43360*-siRNA3, 5’-GGUCAAAUAACUCAAUGGGTT-3’) were designed and synthesized at GenePharma (Shanghai, China). According to the manufacturer’s protocol, cells were transfected with 2500 ng of plasmid or 100 pmol of siRNA with 6 µl of Lipofectamine™ 2000 Transfection Reagent (Invitrogen, USA) per well. RNA and protein expression levels were detected at 48 h after transfection, and each experiment was repeated at least three times. Real-time quantitative PCR was used to validate the efficiency of lncRNA *Gm43360* overexpression and knockdown.

### Western blot analysis

Cultured cells were washed with ice-cold PBS, 120 µl of RIPA buffer (Heart, China) was added, and protease inhibitor and PMSF (Heart, China) were added for 30 min on ice. After collecting cells in different microcentrifuge tubes, the protein concentration was quantified. Loading buffer was added to each sample and then boiled for 7 min. Thirty micrograms of sample was separated by 12% SDS–PAGE (Beyotime, China) and electrotransferred to PVDF membranes (Thermo Fisher, USA). Then, the membranes were blocked with 5% milk. The membranes were incubated with specific primary antibodies: anti-p21 (1:1000, Abcam, ab109199), anti-p53 (1:1000, Proteintech, 10442-1-AP) and anti-GAPDH (1:3000, Proteintech, 60004-1-Ig) overnight at 4 °C. After washing with TBST, membranes were incubated with a secondary antibody for 1 h at room temperature. Protein bands were observed using a chemiluminescence kit (Millipore, USA). The expression of GAPDH was used to normalize protein levels.

### Cell proliferation assay

The capacity of cell proliferation was determined by the cell counting kit-8 (CCK-8) assay. Forty-eight hours after transfection, 90 µl of new medium and 10 µl of CCK-8 solution were added to each well (Beyotime, C0042). The cells were incubated for 1–4 h at 37 °C in 5% CO_2_ and measured at 450 nm by a universal microplate reader (Bio-Tek, USA).

### Flow cytometric analysis

Cells were plated in 6-well plates the day before transfection. Forty-eight hours after transfection, the cells were trypsinized and centrifuged at 1000 rpm for 5 min. Then, the cells were fixed in 70% ethanol at 4 °C for at least 4 h. After centrifugation, RNase A and propidium iodide (PI) staining solution were added to the cells, and the cells were then incubated for 30 min at room temperature in the dark. The stained cells were analyzed using a ACEA NovoCyte (Biosciences, USA).

### Statistical analysis

The measurement data in accordance with the normal distribution are presented as the mean ± SD. The difference between two different groups was determined using two-tailed unpaired Student’s t tests, and a *p* value < 0.05 was considered to be statistically significant. All calculations were carried out using GraphPad Prism 8 (GraphPad Software, Inc., USA).

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

**Additional file 6.**

**Additional file 7.**

**Additional file 8.**

**Additional file 9.**

**Additional file 10.**

## Data Availability

The datasets generated and/or analysed during the current study aree available in the GEO repository. The raw sequence data have been submitted to the NCBI Gene Expression Omnibus (GEO) datasets with accession number GSE154223.

## Abbreviations

lncRNAs: Long chain non-coding RNAs
SA-β-gal: Senescence associated β-Galactosidase
GFR: Glomerular filtration rate
CCK-8: cell counting kit-8
PI: propidium iodide

# Supplementary material for: Predict the role of lncRNA in kidney aging based on RNA sequencing
**Source:** BMC Genomics. 2022 Apr 2;23:254. doi: 10.1186/s12864-022-08479-8
**Supplement:** Supplementary file 7 — Additional file 7.

**Additional file 7.** Supplementary figure S1-S2.

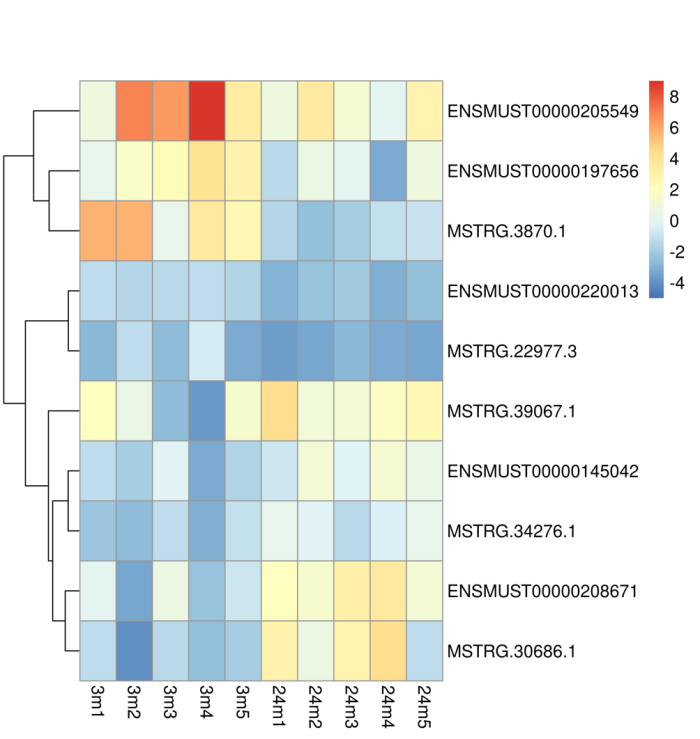

**Additional file 7. Figure S1.** Heatmap of lncRNAs in young versus old mice kidney. Orange represents an increase in gene expression; blue indicates a decrease in expression levels of gene; white indicating that there is no change in gene expression level. The brightness of the color indicates the degree to which the gene expression level is increased or decreased.

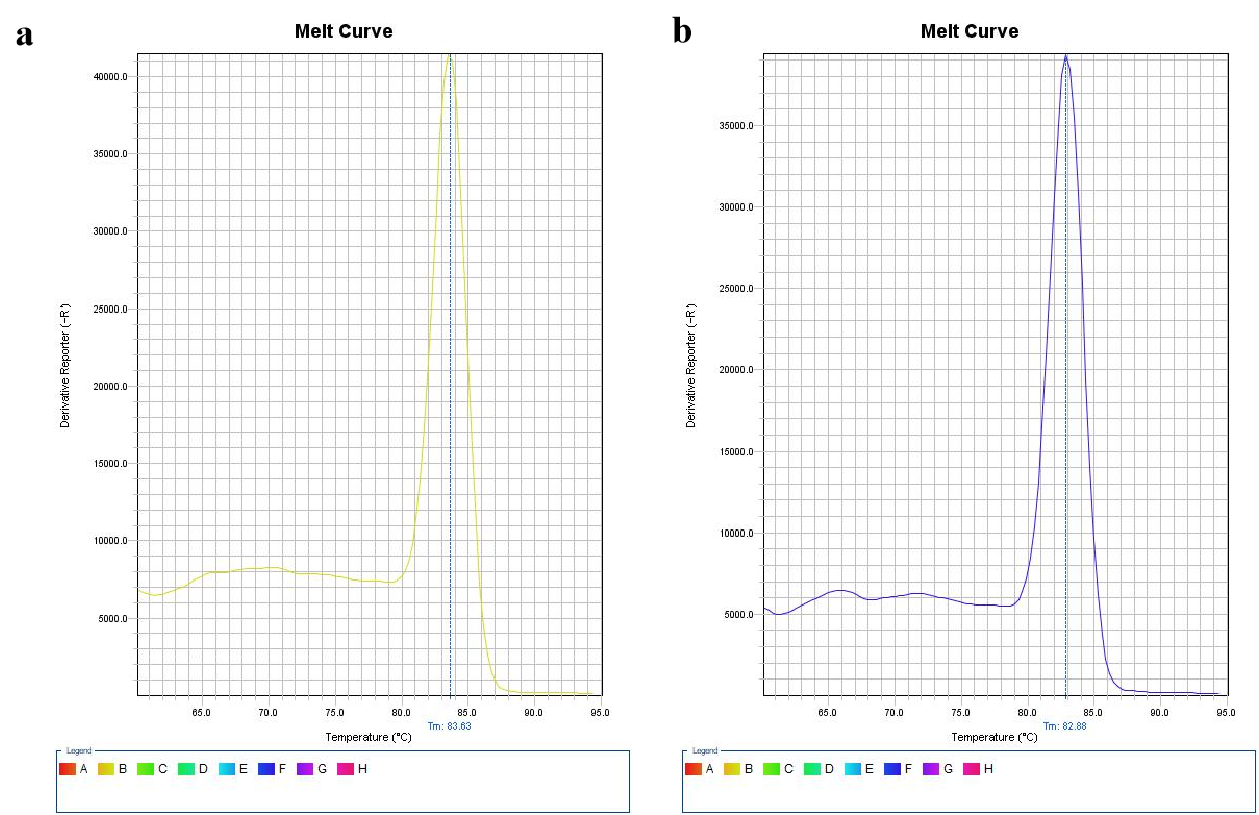

**Additional file 7. Figure S2.** The melt curve of Adra1a (a) and Csnk1a1 (b).

# Supplementary material for: Predict the role of lncRNA in kidney aging based on RNA sequencing
**Source:** BMC Genomics. 2022 Apr 2;23:254. doi: 10.1186/s12864-022-08479-8
**Supplement:** Supplementary file 9 — Additional file 9.

**Additional file 9.** The sequence of novel lncRNA.

>MSTRG.30686.1 gene=Alms1-ps2

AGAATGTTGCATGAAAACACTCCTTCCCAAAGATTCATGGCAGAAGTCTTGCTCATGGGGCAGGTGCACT

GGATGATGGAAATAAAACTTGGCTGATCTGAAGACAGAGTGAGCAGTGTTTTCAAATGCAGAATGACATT

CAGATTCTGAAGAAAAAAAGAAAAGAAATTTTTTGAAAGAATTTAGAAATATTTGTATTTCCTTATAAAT

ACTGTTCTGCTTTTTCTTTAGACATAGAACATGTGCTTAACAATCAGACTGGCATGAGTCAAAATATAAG

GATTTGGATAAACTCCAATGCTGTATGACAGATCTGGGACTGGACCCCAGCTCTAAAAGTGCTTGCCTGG

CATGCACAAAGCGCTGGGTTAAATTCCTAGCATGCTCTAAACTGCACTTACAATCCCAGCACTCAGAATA

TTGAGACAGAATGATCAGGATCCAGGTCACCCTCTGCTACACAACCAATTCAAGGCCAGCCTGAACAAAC

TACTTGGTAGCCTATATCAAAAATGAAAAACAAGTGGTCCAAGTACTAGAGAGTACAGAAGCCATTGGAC

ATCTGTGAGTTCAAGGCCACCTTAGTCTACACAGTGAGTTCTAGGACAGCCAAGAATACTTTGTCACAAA

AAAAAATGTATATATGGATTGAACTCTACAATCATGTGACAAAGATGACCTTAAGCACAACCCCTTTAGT

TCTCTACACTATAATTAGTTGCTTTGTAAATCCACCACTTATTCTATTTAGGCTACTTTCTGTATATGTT

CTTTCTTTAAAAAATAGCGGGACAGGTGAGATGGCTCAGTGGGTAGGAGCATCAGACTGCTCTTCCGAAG

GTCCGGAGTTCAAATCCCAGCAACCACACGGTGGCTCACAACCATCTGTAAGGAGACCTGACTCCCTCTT

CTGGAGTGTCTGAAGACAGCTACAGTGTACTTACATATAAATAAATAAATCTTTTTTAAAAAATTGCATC

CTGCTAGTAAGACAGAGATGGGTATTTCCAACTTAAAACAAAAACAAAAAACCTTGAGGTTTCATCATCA

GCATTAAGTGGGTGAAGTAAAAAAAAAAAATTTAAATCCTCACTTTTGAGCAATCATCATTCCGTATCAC

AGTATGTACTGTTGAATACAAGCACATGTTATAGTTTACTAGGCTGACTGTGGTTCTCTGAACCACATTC

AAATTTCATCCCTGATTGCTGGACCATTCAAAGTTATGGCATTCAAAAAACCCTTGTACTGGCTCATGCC

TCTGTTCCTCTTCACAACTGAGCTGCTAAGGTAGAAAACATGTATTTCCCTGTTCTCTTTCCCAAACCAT

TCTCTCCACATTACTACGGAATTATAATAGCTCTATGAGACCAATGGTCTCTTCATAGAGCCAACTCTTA

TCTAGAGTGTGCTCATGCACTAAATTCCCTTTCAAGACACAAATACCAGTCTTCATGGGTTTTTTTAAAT

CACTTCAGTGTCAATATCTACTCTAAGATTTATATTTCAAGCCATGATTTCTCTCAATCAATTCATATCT

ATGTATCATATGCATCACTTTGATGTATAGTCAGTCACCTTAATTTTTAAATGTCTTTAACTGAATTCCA

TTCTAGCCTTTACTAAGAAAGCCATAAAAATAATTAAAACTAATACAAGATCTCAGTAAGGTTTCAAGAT

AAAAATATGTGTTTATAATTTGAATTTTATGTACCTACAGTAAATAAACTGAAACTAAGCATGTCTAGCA

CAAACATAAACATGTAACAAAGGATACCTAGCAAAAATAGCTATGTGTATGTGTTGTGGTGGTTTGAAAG

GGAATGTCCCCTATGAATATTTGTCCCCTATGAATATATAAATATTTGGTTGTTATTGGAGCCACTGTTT

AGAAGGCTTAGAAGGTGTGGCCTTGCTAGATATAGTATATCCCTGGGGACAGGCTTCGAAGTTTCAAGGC

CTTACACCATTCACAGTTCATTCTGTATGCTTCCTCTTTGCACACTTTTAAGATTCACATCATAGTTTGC

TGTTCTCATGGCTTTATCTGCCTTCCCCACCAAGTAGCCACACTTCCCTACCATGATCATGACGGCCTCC

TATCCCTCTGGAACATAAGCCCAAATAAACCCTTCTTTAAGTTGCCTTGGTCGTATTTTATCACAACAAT

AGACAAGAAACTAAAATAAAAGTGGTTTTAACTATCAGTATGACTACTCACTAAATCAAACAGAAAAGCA

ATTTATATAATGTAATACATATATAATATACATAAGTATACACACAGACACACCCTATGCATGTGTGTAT

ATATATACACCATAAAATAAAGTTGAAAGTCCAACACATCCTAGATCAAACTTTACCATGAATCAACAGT

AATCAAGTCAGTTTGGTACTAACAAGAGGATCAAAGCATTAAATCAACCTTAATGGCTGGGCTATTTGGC

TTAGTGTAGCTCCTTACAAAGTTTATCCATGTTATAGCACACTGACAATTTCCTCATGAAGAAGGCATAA

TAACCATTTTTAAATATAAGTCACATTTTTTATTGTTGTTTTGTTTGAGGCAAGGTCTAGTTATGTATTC

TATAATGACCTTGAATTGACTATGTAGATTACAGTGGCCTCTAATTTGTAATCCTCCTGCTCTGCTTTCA

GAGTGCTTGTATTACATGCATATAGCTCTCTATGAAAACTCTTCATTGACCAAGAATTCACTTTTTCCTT

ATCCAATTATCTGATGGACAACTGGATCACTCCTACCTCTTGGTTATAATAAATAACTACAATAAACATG

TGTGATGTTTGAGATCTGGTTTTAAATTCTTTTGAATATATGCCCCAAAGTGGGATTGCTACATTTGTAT

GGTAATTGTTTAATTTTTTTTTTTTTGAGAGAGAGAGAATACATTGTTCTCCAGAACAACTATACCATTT

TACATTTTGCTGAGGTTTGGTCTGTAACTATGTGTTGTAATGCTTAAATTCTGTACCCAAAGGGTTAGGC

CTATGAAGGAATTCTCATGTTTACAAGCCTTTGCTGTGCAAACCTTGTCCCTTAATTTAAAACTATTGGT

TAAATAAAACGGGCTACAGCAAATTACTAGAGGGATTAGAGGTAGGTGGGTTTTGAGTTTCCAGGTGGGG

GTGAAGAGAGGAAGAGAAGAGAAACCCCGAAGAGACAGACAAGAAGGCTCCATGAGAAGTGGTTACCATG

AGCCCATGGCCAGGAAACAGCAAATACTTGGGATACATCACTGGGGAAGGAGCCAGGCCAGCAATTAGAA

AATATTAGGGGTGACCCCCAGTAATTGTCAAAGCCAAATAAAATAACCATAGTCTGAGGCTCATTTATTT

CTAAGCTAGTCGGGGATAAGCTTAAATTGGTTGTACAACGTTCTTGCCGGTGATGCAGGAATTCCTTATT

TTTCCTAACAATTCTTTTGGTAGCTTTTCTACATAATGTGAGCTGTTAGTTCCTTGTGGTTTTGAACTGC

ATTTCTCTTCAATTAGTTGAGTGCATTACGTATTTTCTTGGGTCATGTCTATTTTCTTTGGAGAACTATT

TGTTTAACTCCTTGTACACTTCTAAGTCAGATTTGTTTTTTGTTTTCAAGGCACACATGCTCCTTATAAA

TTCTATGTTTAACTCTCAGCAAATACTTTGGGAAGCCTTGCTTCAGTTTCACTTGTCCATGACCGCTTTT

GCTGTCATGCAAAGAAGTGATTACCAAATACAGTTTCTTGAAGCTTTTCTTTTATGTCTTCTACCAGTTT

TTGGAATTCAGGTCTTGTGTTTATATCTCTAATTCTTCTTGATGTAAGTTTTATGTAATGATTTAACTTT

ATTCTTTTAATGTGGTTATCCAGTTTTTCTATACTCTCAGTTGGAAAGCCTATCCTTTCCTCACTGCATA

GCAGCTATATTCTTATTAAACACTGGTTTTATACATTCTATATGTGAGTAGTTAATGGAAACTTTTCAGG

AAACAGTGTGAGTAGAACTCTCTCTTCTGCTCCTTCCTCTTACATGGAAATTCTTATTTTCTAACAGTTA

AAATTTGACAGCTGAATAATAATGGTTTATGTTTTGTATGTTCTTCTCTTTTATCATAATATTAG

>MSTRG.34276.1 gene=Kat8

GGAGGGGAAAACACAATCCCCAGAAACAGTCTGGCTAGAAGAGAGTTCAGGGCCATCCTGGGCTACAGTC

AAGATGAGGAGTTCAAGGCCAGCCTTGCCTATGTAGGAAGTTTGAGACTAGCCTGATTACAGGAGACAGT

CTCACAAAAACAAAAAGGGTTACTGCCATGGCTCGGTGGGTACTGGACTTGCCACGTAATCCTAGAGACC

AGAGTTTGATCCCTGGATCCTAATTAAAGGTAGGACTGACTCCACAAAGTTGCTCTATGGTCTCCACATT

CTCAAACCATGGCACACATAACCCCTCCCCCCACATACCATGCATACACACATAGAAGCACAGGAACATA

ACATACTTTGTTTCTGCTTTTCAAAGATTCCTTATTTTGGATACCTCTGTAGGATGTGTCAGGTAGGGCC

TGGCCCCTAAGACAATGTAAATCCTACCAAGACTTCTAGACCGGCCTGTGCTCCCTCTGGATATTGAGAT

GCTCTGCAATAGCAG

>MSTRG.22977.3 gene=Gm17690

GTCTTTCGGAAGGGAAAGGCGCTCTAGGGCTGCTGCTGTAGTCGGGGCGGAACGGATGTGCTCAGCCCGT

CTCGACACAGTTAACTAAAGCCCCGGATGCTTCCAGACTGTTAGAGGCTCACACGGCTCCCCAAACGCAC

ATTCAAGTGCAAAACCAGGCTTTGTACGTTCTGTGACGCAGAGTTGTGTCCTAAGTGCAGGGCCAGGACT

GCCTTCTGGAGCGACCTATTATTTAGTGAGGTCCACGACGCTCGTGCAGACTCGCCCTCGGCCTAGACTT

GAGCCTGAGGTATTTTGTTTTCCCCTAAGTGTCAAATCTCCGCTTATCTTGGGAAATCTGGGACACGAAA

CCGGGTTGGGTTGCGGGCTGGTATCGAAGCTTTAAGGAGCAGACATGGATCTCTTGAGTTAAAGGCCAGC

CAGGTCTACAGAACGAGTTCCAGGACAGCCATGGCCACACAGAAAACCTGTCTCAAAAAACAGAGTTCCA

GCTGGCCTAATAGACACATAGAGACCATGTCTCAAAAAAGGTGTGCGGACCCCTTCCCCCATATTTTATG

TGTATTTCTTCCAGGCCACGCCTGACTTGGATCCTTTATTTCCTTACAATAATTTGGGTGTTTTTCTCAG

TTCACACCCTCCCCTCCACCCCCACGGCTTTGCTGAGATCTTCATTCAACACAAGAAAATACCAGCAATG

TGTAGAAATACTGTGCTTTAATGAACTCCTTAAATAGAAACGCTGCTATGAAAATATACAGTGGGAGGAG

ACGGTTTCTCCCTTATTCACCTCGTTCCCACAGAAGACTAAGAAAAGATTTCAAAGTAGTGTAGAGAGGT

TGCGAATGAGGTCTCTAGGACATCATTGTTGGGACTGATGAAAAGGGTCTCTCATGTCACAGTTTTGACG

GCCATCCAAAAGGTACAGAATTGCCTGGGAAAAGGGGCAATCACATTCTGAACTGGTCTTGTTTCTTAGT

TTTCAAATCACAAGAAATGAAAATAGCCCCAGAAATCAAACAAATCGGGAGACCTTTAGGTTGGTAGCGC

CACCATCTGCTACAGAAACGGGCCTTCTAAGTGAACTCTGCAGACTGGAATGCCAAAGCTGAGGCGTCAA

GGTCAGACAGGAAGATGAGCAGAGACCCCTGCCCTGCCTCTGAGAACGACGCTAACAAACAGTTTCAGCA

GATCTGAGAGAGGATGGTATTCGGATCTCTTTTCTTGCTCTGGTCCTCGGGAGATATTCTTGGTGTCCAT

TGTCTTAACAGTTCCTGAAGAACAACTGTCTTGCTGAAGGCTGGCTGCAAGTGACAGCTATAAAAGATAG

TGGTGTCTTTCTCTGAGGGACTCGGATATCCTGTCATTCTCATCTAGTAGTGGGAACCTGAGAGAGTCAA

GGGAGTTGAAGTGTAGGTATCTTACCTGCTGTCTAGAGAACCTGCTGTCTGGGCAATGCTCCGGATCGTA

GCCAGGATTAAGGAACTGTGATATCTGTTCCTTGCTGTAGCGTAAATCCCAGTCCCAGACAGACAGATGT

AAGTTAGCAGA

>MSTRG.39067.1 gene=Cdcp1

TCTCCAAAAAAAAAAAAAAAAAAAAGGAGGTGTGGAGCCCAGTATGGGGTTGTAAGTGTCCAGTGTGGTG

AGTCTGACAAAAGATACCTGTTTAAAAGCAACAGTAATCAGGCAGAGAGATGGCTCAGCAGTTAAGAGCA

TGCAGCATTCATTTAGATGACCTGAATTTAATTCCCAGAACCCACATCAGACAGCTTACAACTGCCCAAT

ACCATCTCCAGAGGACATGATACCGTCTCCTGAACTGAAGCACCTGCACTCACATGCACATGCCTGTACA

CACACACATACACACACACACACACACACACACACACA

>MSTRG.3870.1 gene=Rhobtb1

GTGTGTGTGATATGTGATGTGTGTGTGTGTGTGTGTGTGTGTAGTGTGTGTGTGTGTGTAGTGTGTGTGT

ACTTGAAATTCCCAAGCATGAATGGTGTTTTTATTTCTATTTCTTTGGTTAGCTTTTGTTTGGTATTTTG

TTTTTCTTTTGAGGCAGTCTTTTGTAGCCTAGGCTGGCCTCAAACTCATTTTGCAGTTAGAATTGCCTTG

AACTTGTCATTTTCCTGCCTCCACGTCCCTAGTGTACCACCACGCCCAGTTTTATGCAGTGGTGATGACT

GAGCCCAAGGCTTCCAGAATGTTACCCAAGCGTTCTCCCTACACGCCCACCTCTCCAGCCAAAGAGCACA

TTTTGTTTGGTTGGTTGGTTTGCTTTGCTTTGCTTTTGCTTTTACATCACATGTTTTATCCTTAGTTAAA

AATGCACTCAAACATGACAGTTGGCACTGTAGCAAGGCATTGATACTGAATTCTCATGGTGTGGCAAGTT

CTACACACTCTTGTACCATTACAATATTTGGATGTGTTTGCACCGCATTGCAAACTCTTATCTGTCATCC

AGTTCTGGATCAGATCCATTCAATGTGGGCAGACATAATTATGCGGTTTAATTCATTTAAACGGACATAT

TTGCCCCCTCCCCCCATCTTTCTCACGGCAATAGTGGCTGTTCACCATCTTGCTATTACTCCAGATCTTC

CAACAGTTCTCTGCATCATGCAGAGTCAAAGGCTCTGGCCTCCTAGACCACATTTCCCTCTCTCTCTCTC

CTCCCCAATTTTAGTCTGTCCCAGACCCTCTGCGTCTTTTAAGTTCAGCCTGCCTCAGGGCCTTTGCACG

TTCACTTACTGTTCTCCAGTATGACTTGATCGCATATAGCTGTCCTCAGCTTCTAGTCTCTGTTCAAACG

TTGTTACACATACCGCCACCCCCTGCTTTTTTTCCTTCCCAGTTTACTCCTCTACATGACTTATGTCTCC

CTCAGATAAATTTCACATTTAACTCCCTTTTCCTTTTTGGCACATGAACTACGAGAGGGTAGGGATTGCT

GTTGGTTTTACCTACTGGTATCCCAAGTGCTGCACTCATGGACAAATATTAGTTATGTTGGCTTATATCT

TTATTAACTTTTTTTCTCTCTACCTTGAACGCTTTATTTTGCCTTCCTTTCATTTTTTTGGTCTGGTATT

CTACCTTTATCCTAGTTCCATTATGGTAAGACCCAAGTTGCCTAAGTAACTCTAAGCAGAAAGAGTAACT

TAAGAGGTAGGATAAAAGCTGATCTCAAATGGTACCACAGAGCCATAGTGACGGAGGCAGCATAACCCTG

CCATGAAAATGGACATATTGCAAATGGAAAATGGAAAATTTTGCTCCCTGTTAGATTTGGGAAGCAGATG

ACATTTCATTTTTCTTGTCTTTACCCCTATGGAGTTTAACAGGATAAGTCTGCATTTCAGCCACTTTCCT

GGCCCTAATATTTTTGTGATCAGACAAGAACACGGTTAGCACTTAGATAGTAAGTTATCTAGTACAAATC

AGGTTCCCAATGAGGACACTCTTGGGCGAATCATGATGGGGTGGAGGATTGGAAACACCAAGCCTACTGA

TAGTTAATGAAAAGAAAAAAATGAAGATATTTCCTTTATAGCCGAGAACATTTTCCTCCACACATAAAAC

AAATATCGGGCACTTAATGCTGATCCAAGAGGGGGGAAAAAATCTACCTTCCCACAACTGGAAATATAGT

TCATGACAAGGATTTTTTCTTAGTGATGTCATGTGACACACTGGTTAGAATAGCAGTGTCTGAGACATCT

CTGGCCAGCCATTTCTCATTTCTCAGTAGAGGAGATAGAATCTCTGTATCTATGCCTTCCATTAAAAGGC

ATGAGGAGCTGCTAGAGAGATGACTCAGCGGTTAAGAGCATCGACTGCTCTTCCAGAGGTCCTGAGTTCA

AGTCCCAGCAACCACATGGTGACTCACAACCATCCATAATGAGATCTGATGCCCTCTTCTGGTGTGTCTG

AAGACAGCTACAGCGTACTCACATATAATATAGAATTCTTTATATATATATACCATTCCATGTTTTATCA

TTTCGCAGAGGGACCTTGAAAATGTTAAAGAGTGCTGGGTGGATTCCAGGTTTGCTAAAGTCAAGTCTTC

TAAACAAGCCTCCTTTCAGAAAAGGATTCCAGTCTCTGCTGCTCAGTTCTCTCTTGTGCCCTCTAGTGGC

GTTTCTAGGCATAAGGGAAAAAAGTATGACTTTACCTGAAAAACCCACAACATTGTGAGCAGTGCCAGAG

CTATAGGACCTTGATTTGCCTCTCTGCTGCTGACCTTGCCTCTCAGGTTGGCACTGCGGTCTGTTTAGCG

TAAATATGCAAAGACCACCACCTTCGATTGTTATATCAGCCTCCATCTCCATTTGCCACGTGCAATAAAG

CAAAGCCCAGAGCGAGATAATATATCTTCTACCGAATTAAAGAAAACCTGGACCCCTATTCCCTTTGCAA

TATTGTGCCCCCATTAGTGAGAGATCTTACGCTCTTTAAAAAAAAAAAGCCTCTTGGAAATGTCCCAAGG

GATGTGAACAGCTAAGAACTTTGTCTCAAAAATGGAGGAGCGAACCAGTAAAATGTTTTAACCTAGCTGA

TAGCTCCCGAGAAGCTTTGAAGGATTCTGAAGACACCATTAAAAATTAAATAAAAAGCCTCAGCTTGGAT

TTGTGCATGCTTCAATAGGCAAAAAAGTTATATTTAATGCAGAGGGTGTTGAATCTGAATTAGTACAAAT

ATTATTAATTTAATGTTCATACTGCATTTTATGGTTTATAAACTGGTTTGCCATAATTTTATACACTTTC

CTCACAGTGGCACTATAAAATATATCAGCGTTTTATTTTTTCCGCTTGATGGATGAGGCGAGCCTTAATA

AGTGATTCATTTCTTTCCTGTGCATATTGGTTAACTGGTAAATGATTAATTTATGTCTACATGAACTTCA

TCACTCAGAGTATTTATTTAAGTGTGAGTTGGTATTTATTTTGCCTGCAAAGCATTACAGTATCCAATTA

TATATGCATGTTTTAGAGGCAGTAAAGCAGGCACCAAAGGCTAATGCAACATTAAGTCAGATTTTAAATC

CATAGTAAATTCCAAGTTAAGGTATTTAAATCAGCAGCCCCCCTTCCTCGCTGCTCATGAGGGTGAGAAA

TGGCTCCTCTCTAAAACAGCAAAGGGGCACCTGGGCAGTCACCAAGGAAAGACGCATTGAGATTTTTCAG

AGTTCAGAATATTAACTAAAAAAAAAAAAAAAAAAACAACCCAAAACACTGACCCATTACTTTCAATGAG

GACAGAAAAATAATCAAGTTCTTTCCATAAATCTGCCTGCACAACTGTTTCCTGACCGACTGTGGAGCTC

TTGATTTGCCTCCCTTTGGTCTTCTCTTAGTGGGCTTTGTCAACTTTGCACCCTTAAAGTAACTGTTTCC

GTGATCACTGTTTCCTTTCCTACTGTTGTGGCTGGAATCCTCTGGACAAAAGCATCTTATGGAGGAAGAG

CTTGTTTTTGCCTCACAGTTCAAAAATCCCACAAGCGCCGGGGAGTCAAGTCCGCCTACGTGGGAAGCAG

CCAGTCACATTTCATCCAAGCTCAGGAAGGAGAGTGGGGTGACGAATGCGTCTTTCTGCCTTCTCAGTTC

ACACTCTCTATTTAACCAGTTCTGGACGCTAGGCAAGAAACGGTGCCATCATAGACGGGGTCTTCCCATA

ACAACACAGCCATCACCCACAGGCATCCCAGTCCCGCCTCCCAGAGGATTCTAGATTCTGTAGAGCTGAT

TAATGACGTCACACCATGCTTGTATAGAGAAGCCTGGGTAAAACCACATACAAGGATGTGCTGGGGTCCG

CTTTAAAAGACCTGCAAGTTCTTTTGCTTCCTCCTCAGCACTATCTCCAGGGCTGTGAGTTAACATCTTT

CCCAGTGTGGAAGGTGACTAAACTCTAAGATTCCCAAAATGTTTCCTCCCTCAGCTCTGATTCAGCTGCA

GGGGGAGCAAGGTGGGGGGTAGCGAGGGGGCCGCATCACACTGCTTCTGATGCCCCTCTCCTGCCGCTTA

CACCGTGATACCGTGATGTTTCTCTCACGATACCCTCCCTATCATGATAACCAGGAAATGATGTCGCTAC

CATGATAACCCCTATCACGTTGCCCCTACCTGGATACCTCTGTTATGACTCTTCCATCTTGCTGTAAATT

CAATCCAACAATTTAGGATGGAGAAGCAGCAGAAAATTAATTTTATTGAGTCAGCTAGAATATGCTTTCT

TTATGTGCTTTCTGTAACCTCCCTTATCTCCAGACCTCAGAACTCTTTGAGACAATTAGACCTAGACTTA

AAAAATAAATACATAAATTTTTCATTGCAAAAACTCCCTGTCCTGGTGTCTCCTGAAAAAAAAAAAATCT

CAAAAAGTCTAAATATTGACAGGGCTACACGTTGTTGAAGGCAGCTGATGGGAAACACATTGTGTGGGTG

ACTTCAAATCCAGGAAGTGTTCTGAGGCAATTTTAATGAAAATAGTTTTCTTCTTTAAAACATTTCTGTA

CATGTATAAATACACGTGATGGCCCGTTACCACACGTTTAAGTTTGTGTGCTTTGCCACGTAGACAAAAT

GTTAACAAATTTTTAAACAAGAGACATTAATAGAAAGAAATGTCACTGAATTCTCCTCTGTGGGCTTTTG

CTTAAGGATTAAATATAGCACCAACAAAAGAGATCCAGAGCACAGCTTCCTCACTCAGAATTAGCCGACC

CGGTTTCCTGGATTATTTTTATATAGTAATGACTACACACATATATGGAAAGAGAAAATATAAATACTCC

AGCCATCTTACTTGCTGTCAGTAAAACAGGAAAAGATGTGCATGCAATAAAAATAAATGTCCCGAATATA

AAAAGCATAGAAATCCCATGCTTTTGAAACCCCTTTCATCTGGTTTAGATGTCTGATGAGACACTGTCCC

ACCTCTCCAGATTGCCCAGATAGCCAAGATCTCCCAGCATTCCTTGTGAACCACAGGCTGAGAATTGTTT

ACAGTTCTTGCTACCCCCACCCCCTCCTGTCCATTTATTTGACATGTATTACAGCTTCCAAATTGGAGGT

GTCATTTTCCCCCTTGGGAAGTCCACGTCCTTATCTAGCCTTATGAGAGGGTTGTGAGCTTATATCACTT

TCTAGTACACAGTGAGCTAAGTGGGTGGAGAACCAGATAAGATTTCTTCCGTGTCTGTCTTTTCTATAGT

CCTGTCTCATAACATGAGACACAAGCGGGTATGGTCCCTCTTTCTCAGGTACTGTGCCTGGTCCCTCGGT

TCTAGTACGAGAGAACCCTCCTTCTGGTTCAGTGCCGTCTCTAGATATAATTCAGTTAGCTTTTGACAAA

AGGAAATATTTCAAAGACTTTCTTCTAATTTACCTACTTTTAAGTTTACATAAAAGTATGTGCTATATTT

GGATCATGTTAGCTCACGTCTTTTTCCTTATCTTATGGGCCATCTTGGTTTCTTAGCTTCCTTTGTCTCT

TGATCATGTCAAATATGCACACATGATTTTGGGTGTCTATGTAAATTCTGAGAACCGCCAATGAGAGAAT

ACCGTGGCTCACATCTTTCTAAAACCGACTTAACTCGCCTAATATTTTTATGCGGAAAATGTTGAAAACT

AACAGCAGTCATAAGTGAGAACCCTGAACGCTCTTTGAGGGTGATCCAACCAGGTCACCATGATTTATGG

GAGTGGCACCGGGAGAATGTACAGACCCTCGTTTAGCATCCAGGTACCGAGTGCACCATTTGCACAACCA

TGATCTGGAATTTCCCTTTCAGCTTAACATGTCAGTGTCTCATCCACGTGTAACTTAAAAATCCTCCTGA

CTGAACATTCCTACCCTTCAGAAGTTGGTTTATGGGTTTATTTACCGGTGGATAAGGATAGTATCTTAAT

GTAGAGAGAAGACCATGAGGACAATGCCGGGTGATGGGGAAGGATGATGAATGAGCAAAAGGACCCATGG

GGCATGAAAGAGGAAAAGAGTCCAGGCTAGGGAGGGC

# Supplementary material for: Predict the role of lncRNA in kidney aging based on RNA sequencing
**Source:** BMC Genomics. 2022 Apr 2;23:254. doi: 10.1186/s12864-022-08479-8
**Supplement:** Supplementary file 10 — Additional file 10.

**Additional file 10.** The sequence of ENSMUST00000197656 (*Gm43360*).

>ENSMUST00000197656 gene=Gm43360

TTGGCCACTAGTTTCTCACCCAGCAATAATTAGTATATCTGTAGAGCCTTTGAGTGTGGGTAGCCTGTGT

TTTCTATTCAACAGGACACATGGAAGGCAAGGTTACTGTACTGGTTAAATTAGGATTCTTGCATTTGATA

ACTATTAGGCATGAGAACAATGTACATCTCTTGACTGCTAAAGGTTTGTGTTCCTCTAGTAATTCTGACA

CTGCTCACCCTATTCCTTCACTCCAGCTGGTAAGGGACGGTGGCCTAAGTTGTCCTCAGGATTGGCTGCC

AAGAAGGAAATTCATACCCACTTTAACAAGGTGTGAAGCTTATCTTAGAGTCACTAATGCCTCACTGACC

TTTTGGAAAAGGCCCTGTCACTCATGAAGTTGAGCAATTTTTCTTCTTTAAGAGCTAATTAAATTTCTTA

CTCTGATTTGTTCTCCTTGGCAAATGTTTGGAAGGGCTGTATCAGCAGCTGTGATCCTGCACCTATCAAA

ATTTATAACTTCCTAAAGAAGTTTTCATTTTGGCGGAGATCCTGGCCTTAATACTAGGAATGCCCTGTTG

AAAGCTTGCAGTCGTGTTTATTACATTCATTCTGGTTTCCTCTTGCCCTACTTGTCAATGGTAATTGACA

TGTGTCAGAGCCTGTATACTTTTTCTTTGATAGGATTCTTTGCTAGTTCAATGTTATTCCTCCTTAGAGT

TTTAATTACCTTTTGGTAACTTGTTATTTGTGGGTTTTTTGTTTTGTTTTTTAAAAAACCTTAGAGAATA

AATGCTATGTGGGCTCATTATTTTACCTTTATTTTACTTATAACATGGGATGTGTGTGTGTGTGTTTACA

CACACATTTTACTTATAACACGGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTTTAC

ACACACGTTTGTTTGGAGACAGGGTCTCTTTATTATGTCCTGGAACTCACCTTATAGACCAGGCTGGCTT

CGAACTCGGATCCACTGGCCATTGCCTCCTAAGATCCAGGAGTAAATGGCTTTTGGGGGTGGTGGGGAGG

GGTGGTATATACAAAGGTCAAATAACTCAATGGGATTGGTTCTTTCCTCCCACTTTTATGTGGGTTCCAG

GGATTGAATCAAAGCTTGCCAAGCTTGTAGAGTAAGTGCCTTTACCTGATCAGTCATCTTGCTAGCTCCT

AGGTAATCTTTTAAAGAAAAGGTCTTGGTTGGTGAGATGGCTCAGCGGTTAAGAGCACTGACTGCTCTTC

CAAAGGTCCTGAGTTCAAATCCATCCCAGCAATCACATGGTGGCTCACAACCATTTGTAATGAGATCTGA

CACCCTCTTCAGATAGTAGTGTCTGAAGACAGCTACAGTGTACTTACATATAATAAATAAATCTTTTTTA

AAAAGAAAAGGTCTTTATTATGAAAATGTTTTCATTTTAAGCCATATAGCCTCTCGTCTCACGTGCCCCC

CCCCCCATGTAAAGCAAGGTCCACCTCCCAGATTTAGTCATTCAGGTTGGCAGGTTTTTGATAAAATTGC

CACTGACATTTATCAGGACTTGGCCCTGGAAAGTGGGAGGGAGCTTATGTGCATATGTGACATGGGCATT

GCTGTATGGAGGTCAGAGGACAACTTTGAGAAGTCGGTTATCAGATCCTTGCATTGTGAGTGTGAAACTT

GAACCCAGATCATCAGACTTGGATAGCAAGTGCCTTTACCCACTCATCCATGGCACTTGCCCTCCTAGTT

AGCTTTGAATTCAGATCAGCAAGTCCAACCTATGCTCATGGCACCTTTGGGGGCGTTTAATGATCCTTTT

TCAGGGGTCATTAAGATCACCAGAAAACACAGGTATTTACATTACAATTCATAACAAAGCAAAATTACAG

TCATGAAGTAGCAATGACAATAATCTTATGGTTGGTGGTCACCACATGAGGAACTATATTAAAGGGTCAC

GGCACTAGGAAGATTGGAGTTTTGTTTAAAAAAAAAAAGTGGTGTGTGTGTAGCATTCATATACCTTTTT

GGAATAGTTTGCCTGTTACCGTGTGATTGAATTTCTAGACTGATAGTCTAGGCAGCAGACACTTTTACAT

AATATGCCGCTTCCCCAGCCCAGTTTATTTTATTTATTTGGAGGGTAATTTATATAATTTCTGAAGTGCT

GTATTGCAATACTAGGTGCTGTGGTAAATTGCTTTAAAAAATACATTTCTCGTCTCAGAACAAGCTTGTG

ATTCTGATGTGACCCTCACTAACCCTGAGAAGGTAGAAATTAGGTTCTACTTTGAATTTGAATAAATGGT

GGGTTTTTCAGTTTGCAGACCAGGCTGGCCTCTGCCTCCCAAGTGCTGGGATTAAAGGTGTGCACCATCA

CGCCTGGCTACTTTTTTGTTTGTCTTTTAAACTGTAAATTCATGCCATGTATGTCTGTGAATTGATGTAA

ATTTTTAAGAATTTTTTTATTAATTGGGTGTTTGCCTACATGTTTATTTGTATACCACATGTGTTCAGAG

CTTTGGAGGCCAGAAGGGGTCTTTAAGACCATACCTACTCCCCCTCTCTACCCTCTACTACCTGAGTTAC

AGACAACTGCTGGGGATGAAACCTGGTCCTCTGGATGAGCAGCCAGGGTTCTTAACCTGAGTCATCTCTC

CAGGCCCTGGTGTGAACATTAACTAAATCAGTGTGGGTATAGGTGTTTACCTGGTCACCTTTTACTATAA

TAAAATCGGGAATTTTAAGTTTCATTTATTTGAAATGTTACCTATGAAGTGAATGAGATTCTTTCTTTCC

ACCAAAACAAACAAACG

How the deposited data were processed for this re-analysis (not part of the article)

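Kidney RNA of 15 male C57BL/6J mice, 5 each at 3, 12 and 24 months of age, was sequenced with one library per mouse. The comparison of the paper is between the 3-month-old and the 24-month-old mice. Samples were assigned to ages by their labels, which give the age of each mouse. The sample titles begin with 3M at all ages, which differs from the age label of the 12- and 24-month-old mice. The columns of the deposited values carry the age of the label. The paper numbers the mice of each age from 1 to 5, while the labels use 5 to 9, 17 to 21 and 31 to 35, and the replicate numbers here are those of the labels. All per-sample columns belonged to these mice.

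The authors removed adapters and low-quality reads with Cutadapt, mapped the reads with Bowtie2 and HISAT2 to GRCm38 with Ensembl release 88, assembled transcripts with StringTie and merged the assemblies. The deposited FPKM values and the deposited mean coverage per transcript were estimated by the authors with StringTie. FPKM divides each value by the library's own total, so a few abundant transcripts can shift all others, and the 10 most abundant transcripts took between 8.89% and 11.2% of the FPKM of a mouse. How StringTie divides reads between overlapping transcripts of a gene decides each transcript's FPKM, and transcripts of one gene are therefore not measured independently. The authors also deposited estimated counts and FPKM for 11929 circular RNAs of 4210 host genes. The paper's text does not name how they were made. Between 83.6% and 94.6% of the estimated counts per mouse were not whole numbers, and they were rounded before testing. They summed to between 6974494 and 9889971 per mouse.

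The ratio of coverage to FPKM is the same for all transcripts of a library and gave its aligned bases, with medians of 6.04, 7.17 and 7.00 Gb at 3, 12 and 24 months. Because the low values were not whole numbers of reads, no interval from counting was computed for single transcripts. The precision is given by the spread between the 5 mice of an age.

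Transcripts were compared with limma 3.58.1 (lmFit and eBayes with trend = TRUE) in R 4.3.3 on log2(FPKM + 1), using only the mice of both ages compared. Transcripts with FPKM above 0 in at least 1 of these mice were tested, and all were fitted and adjusted together. For 24 against 3 months these were 124719, namely the mRNA, known lncRNA and assembled lncRNA transcripts and 19419 assembled transcripts of other class codes. A call required an unadjusted p under 0.05 and an absolute log2 fold change above 1, the limits the paper's tables use. The paper's methods name DESeq2 and edgeR with a q-value under 0.6; both need counts, so they were not applied to the FPKM values. Genes were compared the same way on the sum of the FPKM of their transcripts. Circular RNAs were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, circular RNAs above 0 in at least 5 of the 10 mice, Benjamini-Hochberg adjusted p under 0.05), with DESeq2 1.42.0 as the alternative. Single values were compared with exact permutation tests over the 252 assignments of 10 mice to ages, 2-sided, whose smallest p is 0.00794. Correlations used 100000 permutations with 10 or more mice and all permutations with fewer. With each age centred the mice were permuted within ages, with all such permutations for 10 mice and 100000 for 15. Enrichment used a one-sided hypergeometric test on the KEGG and GO annotation in the deposited table. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

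Each test across many transcripts was tested on simulated data. With 200 of 124719 transcripts changed by a log2 fold change of 1.5, limma called 175 of them (87.5%) with a median estimate of 1.49, and 458 unchanged transcripts (0.368%). The F test called 156 (78.0%) and 617 unchanged ones (0.496%). At an adjusted p under 0.05, limma recovered 77 and the F test 34 of the 200. The changes were planted only above a minimum mean FPKM, with noise drawn independently for each transcript. Recovery of transcripts near 0 FPKM was therefore not tested. edgeR recovered 198 of 200 changed among 11924 circular RNAs, with 13 others called. The hypergeometric test found the planted pathway in 20 of 20 simulated sets over 27730 transcripts, and 1 of 20 random sets held a term past 0.05. Each planted set held 30 members of the same pathway among 200 transcripts, so terms with few called transcripts were not tested.

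The transcripts and genes named in the text were chosen by a rule set before the data were examined. It takes every transcript and gene the paper names, a list of 36 marker genes of 10 cell types or states, and the 3 called transcripts with the smallest p in each class and direction whose FPKM did not overlap between the ages. For circular RNAs and the comparisons with 12-month-old mice, it takes the 2 with the smallest p in each direction. Outside this rule, genes of the circadian clock, genes of RNAs without a poly(A) tail and the enriched terms given beside those of the paper were chosen after their values were seen. The alternatives tried were another pseudocount, a filter on low FPKM, TPM, an F test with a library covariate as in ballgown, all 15 mice in one fit, a robust variance prior, adjusted p-values, gene sums, each mouse left out in turn, and for correlations other coefficients, centring and mice. Coordinates are those of the deposited table and of GENCODE release M21, both GRCm38; 445 of the Ensembl transcripts of the table were not in that release.

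Left out were the experiments on cells, the histology and the qRT-PCR, whose values were not analysed here, and the prediction of binding energies between RNAs, which was not repeated. The filter on coding potential could not be repeated. The class the paper calls new was therefore taken by StringTie's class codes i, u and x. Additional files 1, 2 and 3 could be read only in part (627 of 79319, 1624 of 9984 and 1948 of 11017 transcripts), and no overlap or set test was run on them.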

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

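Of the tests in this part, those of the circular RNA calls under other groupings of the mice and of fat markers at 12 months were chosen only after the result was seen.

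For 82 reported measures, the 5 mice of each age were examined for a mouse whose gap to its nearest neighbour was over 0.71 of the range of the 5. This held in 28 of 239 groups, where about 12.0 would pass by chance with normally distributed values. Many of the measures are FPKM values near 0, which are not so distributed. The mouse concerned was 12-month-old replicate 21 in 5 groups, 24-month-old replicate 31 in 4 and 24-month-old replicate 34 in 3, and no other mouse in more than 2.

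In 24-month-old replicate 34, Gm43360 was listed at 0 against 2.32 to 4.33 FPKM in the other 4 mice of its age (gap ratio 0.716), Gm42613 at 0 against 1.53 to 2.38 (0.763), and RP24-198I16.6 had 0.244 FPKM against 0.769 to 1.04 (0.713). This is the mouse missing from Fig. 5a. Its library had 7.22 Gb of aligned bases, above the median of its age of 7.00 Gb, and 87548 transcripts listed above 0, the fewest of its age. A failed estimate and a lower level were not separated by any test. Without it the log2 fold change of Gm43360 was -0.57, against -0.997 with all 10 mice, so part of the size of the difference rests on this mouse.

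In other transcripts, 1 mouse also lay apart from the rest of its age. MSTRG.30686.1 was at 0.121 FPKM in 3-month-old replicate 6 (gap ratio 0.801) and listed at 0 in 12-month-old replicate 17 (0.738). MSTRG.39067.1 was listed at 0 in 12-month-old replicate 18 (0.731) and the Adra1a transcript ENSMUST00000160647 in 12-month-old replicate 20 (0.756). Gm17035 had 0.0618 FPKM in 12-month-old replicate 18 against 281 to 665 in the others (0.867). MSTRG.20254.1 was lowest in 12-month-old replicate 21, at 5.08 against 5.46 to 5.56 FPKM (0.795). In 3 transcripts all mice but 1 were listed at 0, which gives a ratio of 1: Gabra3 in 3-month-old replicate 9, Herpud1 in 24-month-old replicate 31 and MSTRG.33421.1 in 12-month-old replicate 19. A transcript far from its group may reflect reads placed on another isoform of the gene. That explanation has its general test in the called mRNA transcripts, of which 52.7% belonged to genes that moved by under 0.5 (log2) in the direction of the call; it was not tested for these mice.

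Among the marker genes, Lep was highest in 3-month-old replicate 8 (0.858), 12-month-old replicate 21 (1) and 24-month-old replicate 31 (0.726), at no more than 0.0569 FPKM. Cyp11b1 in 24-month-old replicate 35, Cyp21a1 in 3-month-old replicate 7 and Cdkn2a in 3-month-old replicate 6 were above 0 in no other mouse of that age (ratio 1 each). In 24-month-old replicate 31, Jchain had 11.2 FPKM against 3.51 to 4.47 (0.805) and Cd68 0.919 against 0.00960 to 0.0893 (0.882). Cd79a was highest in 3-month-old replicate 9 (0.851), C1qa lowest in 12-month-old replicate 21 at 1.91 against 9.97 to 13.5 FPKM (0.828), Aqp2 highest there (0.794) and Cdkn1a lowest in 3-month-old replicate 7 at 2.82 against 10.5 to 11.5 FPKM (0.924). Lrp2 was highest in 24-month-old replicate 35 (0.764) and Slc12a3 in 24-month-old replicate 32 (0.760). The circular RNA circRNA3509 of Atp2a2 was highest in 12-month-old replicate 17, with 4356 estimated reads against 2783 to 3923 (0.733). The score of the 13 clock genes was lowest in 12-month-old replicate 21 (0.786). No cause was tested for any of these single mice.

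In data the paper did not analyse, 505 mRNA transcripts were called between the 12-month-old and the 3-month-old mice, 290 of them higher at 12 months. Of 100 divisions of these 10 mice, the real one included, 1 gave as many. The others had a median of 242 and at most 408. Between 24 and 12 months 196 were called, and 81 of 100 divisions gave as many, with a median of 217. The number of mRNA calls between 24 and 12 months is therefore not above what random groups of these mice give, though 2 of these calls had an adjusted p under 0.05 (limma, Benjamini-Hochberg), Dap3 (ENSMUST00000090938, 0.00941) and Sdhaf1 (0.0198). This does not show that expression stops changing at 12 months, since the difference between the comparisons was not tested. Libraries of the 3-month-old mice were also the shallowest by median (6.04 Gb of aligned bases against 7.17 and 7.00 Gb). The ranges overlapped, from 5.03 to 6.13 Gb at 3 months and from 5.84 to 8.03 Gb at 12 months. No test here separated depth from age between 12 and 3 months. Among the calls with the smallest p, Dap3 (ENSMUST00000090938) was listed at 0 in all 12-month-old mice and was between 3.86 and 5.81 FPKM at 3 months and between 2.84 and 5.29 FPKM at 24 months, while the whole gene changed by only -0.15 and 0.30. Nop10, in contrast, fell by 1.80 as a transcript and as a gene between 3 and 12 months. Gm22442 and Fblim1 were the leading higher calls at 12 months. Gm22442 is annotated as a scaRNA, a small non-coding RNA of 144 bases, although it falls in the mRNA class here. Between 24 and 12 months, a second Dap3 transcript was higher, and Commd1 and Sdhaf1, the latter listed at 0 in all 24-month-old mice, were lower.

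Of 11924 circular RNAs tested, 1582 had an adjusted p under 0.05 between 24 and 3 months (edgeR's quasi-likelihood test, Benjamini-Hochberg), 794 higher and 788 lower, and 3440 had an unadjusted p under 0.05. Of 100 divisions of the mice, 1 gave as many, and the others had at most 8. Leaving out 24-month-old replicate 33 left 856 calls and leaving out replicate 31 left 999. The 2 smallest p-values in each direction were those of circRNA7061 of Ano4 (131 estimated reads at 3 and 539 at 24 months), circRNA6703 of Brca2 (111 and 352), circRNA3509 of Atp2a2 (4907 and 3098) and circRNA1091 of Npas2 (277 and 32.1). Between 11903 and 11922 of the 11929 listed circular RNAs had estimated reads in each mouse. Of the called circular RNAs, 91.0% changed in the direction of the linear host gene, against 71.3% of all circular RNAs, and in all 284 host genes with 2 or more called circular RNAs these moved together. The correlation with the host's log2 fold change was 0.782 over the called and 0.576 over all circular RNAs, which are not independent. Of 1581 called circular RNAs with a value for the host, 756 had a host past an unadjusted p of 0.05, and their median absolute log2 fold change was 0.506, against 0.263 for the hosts. The shared direction is what reads of the linear host transcripts would give, and it is also what a host gene that drives both products would give. A change of back-splicing itself was not tested and stays open.

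The 5 plasma and B cell marker genes (Igkc, Jchain, Cd79a, Ms4a1, Ighm) were on average 1.33 higher on the log2 scale at 24 than at 3 months (exact permutation p = 0.00794, the smallest possible; all 5 higher), and 1.64 higher at 12 months (exact p = 0.0159). Ighm rose from 3.62 to 26.1 FPKM (log2 fold change 2.63, adjusted p = 0.0306 from limma over all genes). Over the 36 marker genes, 9 had an unadjusted p under 0.05, 1 had an adjusted p under 0.05 over all genes tested, and 7 when adjusted over the list alone. No gene was in more than 1 list. Tissue carried along at dissection was weighed first. The 5 fat markers were all higher at 24 months, but by 0.27 on average (exact p = 0.333), which leaves perirenal fat open as a part of the sample at that age and cannot be told apart from no change. At 12 months the fat markers moved by -0.010 (exact p = 0.992) while the B cell shift exceeded theirs by 1.65 (exact permutation p = 0.00794), which argues against fat as the reason for the B cell shift at 12 months. Of the 3 adrenal markers, Cyp11b1 moved by 0.0031 and stayed near 0 FPKM, and Cyp21a1 reached at most 0.0401 FPKM at 24 months, which argues against adrenal tissue; Star rose by 0.52 and gives the list its exact p of 0.00794. A lower share of proximal tubule would raise all other cell types alike, whereas the distal tubule and collecting duct markers moved by -0.32 on average (from -0.92 for Aqp2 to 0.018 for Slc12a3, exact p = 0.0714), and the B cell shift exceeded theirs by 1.65 (exact permutation p = 0.00794). The proximal tubule markers moved by -0.26 (exact p = 0.0159, all 3 lower), which a lower share of proximal tubule would also give. T cells moved by 0.31, macrophages by 0.21, podocytes by 0.37 and the collagen list by 0.27. That list holds Col1a1, Col3a1 and Fn1, which encodes fibronectin. Senescence and injury markers moved by 0.07 on average, with 4 higher and 1 lower. They ranged from -0.64 for Cdkn1a to 0.56 for Lcn2, so the mean hides opposite changes. With 1 mouse left out in turn, Cdkn1a stayed between -0.97 and -0.54. Between 12 and 3 months, macrophages moved by 0.67 (exact p = 0.0159), the list of collagens and Fn1 by 0.77 (exact p = 0.0317) and T cells by 0.28 (exact p = 0.0397). Between these ages, podocytes moved by 0.41, senescence and injury markers by 0.38, the proximal tubule by -0.088 and the distal tubule and collecting duct by -0.37 (exact p = 0.0238). More B cells or plasma cells in the kidneys, or in blood left in them, at 12 and 24 months may explain the shift. That remains a hypothesis, with age itself, housing and infection of the mice not tested.

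The 13 clock genes that had not been looked at when the idea was formed shifted by 0.49 between 24 and 3 months in the direction predicted from the other 4 (exact permutation p = 0.0238, 11 of 13 genes in that direction), and by 0.36 between 12 and 3 months (exact p = 0.0317). Their weighing is given under the other observations.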

How the results depend on the processing

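No test of this part was chosen after the result was seen, except the 9 mice of Fig. 5a. No paired analysis was possible because the mice of the 3 ages share no replicate numbers. All alternatives were set before the data were examined, apart from the 9 mice of Fig. 5a, over which both correlations kept a permutation p under 0.05, while Spearman's rho went from 0.915 to 0.883 and from -0.903 to -0.867, inside the network's limit of 0.9. For circular RNAs, a pseudocount was not applicable, since counts were tested.

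Over the main results, 61 of 98 alternative values kept their direction and side of the threshold (or stayed within 1.5 times, for counts), 33 moved, 3 were weaker and 1 was stronger. With 1 mouse left out, 120 of 130 values did so. Of the 443 values for single genes, transcripts and terms, 406 were unchanged in this sense, 21 were weaker, 11 stronger and 5 reversed, and with 1 mouse left out 785 of 839 were unchanged, 18 weaker, 17 stronger, 4 moved and 15 reversed.

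The number of calls between 24 and 3 months depended on the scale. With a pseudocount of 0.1, 3296 mRNA, 350 known lncRNA and 1135 assembled lncRNA transcripts were called. With TPM the numbers were 1987, 146 and 991. Both settings lower the pseudocount relative to the values and let transcripts near 0 pass the fold change limit. The share of mRNA calls that were higher in old mice moved from 49.7% to 67.0% and 64.0%, that of known lncRNA calls from 57.7% to 75.1% and 67.8%, and that of assembled lncRNA calls from 78.4% to 58.9% and 64.1%. With adjusted p-values, 8, 0 and 10 transcripts were called, where 5924, 942 and 1186 had an unadjusted p under 0.05. Leaving out 1 mouse gave between 1 and 12, 0 and 1, and 0 and 13 such adjusted calls in the same classes. A mean FPKM of at least 1 left 75 assembled lncRNA calls, since fewer transcripts were tested. The F test gave 42 known and 265 assembled lncRNA calls; the cause was not tested. Summed over genes, 166 genes were called, and 386 had an adjusted p under 0.05, which was between 109 and 411 with 1 mouse left out, 239 with a robust variance prior and 58 with the F test. With all 15 mice in one fit, 663 genes had an adjusted p under 0.05. Between 12 and 3 months, the mRNA calls were 3234 with a pseudocount of 0.1, 1929 with TPM and 2 with adjusted p-values, and between 24 and 12 months 1694, 959 and 2. Across the 10 fits that each left out 1 mouse, between 481 and 587 mRNA, 21 and 30 known lncRNA and 134 and 195 assembled lncRNA transcripts were called between 24 and 3 months. Between 24 and 12 months they were between 224 and 314 mRNA transcripts, the latter without 24-month-old replicate 31.

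At an FPKM of at least 1, 30827 mRNA and 2040 known lncRNA transcripts, and 46611 transcripts of the 3 classes, were detected. KEGG pathways with an adjusted p under 0.05 numbered 1 in the main setting, 0 with the F test (4 had an unadjusted p under 0.05) and 5 with a pseudocount of 0.1. GO terms numbered 7, and 35 with all annotated transcripts as the background, 3 with genes and 25 with a pseudocount of 0.1. The cause was not tested. Membrane reversed to 0.950 of its expected number with a pseudocount of 0.1.

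Of the 31 network pairs, 30 were beyond 0.9. With Pearson's r on FPKM 6 were, with Pearson's r on log2(FPKM + 1) 5, with each age centred 6, with all 15 mice 1, with all 15 mice and each age centred 0 (3 pairs had an adjusted permutation p under 0.05), and with the FPKM of the whole mRNA gene 4. Across the fits that each left out 1 mouse, between 13 and 25 were, with 13 without 24-month-old replicate 34, 16 without replicate 32, 17 without replicate 31 and 19 without 3-month-old replicate 7. With all 15 mice, the correlations of Gm43360 were 0.631 for Adra1a (permutation p = 0.0136) and -0.525 for Csnk1a1 (permutation p = 0.0472). They fell to 0.462 for Adra1a and -0.423 for Csnk1a1 with all 15 mice and each age centred, and to -0.539 for Csnk1a1 with the whole gene, none of them past a permutation p of 0.05. The cause was not tested.

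Neat1 passed an unadjusted p of 0.05 when its most abundant transcript alone was used (-0.84). With 1 mouse left out, its log2 fold change was between -0.63 and -0.33, and it passed without 24-month-old replicate 32 or without 3-month-old replicates 7 or 8. The circular RNA calls were between 856 and 1735 with 1 mouse left out, 856 without 24-month-old replicate 33 and 999 without replicate 31. DESeq2 called 1881, of which 1538 were shared with edgeR.

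The reversed changes of marker genes lay between -0.11 and 0.15 in the main setting. With the F test, the log2 fold changes of Lep (-0.011), Slc12a3 (-0.093), Umod (0.012) and Cdkn2a (-0.0038) changed sign. With 1 mouse left out, the range crossed 0 for Adipoq (-0.056 to 0.28, reversed without 3-month-old replicates 6 or 7 or 24-month-old replicate 34), Lep (-0.0071 to 0.022, 24-month-old replicate 31), Cd8a (-0.023 to 0.13, 24-month-old replicate 32), Cd68 (-0.28 to 0.038, 3-month-old replicate 8), C1qa (-0.23 to 0.54, 24-month-old replicates 32 or 35 or 3-month-old replicate 8), Slc12a3 (-0.13 to 0.082, 24-month-old replicate 32 or 3-month-old replicate 5), Havcr1 (-0.054 to 0.23, 3-month-old replicate 6) and Col3a1 (-0.088 to 0.29, 3-month-old replicate 8). It also did for the mean of the senescence and injury list (-0.029 to 0.15, 24-month-old replicate 35 or 3-month-old replicate 7). The cause was not tested.

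Of the 134 assembled lncRNA calls, 110 had at least 1 mouse listed at 0.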

Differences from the paper's values

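Of 38 values set beside the paper's, 23 differed. A count was taken to differ only where it was more than 1.5 times apart from the paper's. The 469 mRNA calls against the paper's 702 were therefore not among those that differed. No test of this part was chosen after the result was seen, apart from the choice of 9 mice stated below.

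For known lncRNA transcripts the paper reports 42 differentially expressed, and limma called 26. The F test with a library covariate gave 42; of the alternatives set before the data were examined it alone closed the gap, apart from 5 of the 10 fits that each left out 1 mouse. The paper reports 355 lower mRNA transcripts, and limma called 236. The F test gave 355, and a mean FPKM of at least 1 (238), all 15 mice in one fit (242), a robust variance prior (237) and 9 of the 10 fits without 1 mouse came within 1.5 times, while a pseudocount of 0.1 (1087) and TPM (715) did not. The paper reports 91 lower lncRNA transcripts, against 40 here. The F test gave 124, and 1 of the 10 fits without 1 mouse also came within 1.5 times, while none of the others did. The same F test gave the paper's 702 mRNA transcripts and 347 higher ones, where limma called 469 and 233. The paper's methods name DESeq2 and edgeR for this step.

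For KEGG, the paper's list held 112 transcripts and the list here 201. The paper reports 10 transcripts in oxidative phosphorylation, against 5 here, and 9 in Rap1 signaling, against 2 here. With the F test these were 12 and 9, within 1.5 times, and the other alternatives did not close the gap. The F test also gave the paper's 8 in AMPK and 7 in Wnt signaling, where limma's calls gave 6 and 5. The paper's p-values were 5.02e-05 for oxidative phosphorylation, 0.00489 for AMPK, 0.0115 for Wnt and 0.0235 for Rap1 signaling. They were 0.813, 0.421, 0.306 and 0.992 here, and none of the alternatives set before the data were examined closed the gap. The paper's background held 26946 transcripts, and no alternative set the F test's calls against all annotated transcripts. Whether that pairing would close the gap was therefore not tested.

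For GO, the paper's list of 112 compares with 448 transcripts here, so counts are larger here throughout. The paper reports 13 transcripts in the oxidation-reduction process, 38 in protein binding, 26 in metal ion binding, 60 in membrane and 53 in cytoplasm. Here these were 33, 112, 87, 214 and 168. With genes in place of transcripts, the first 4 came within 1.5 times (12, 27, 30 and 50) and cytoplasm did not (33), and the other alternatives closed none of these gaps. The paper's p-values were 0.000225 for phosphorylation, 0.000414 for the oxidation-reduction process, 0.0306 for protein binding, 0.169 for metal ion binding, 0.00539 for membrane and 0.00865 for cytoplasm. They were 0.392, 0.0642, 0.795, 0.516, 0.0276 and 0.659 here. With all annotated transcripts as the background, the p-value of the oxidation-reduction process was 0.000393. No other p-value came within 1.5 times under any alternative set before the data were examined. The F test's calls were not set against that background.

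Of the 10 lncRNAs the paper selected for qRT-PCR, limma called 3 and the F test all 10. For MSTRG.22977.3, Fig. 4c draws the old mice slightly above the young, and its FPKM had a log2 fold change of -0.70 (exact permutation p = 0.373). The paper describes Neat1 as lower in old mice, and its log2 fold change was -0.49 with overlapping groups (exact permutation p = 0.103). The paper names its coefficients for Gm43360 as Spearman's. Its values were reached by Pearson's r over the 9 mice of Fig. 5a (0.865 and -0.809), a setting chosen after seeing the values. Over all 10 mice Spearman's rho was 0.915 and -0.903, the values of Additional file 6. The paper's p-values in its text are 0.026 for Adra1a and 0.0084 for Csnk1a1, and those over all 10 mice were 0.00062 and 0.00073. For Adra1a none of the alternatives closed the gap to the p in the text. The figure prints another p for Adra1a, about 0.0026 in Fig. 5a, read by eye. Of the alternatives set before the data were examined, only 4 of the 10 fits that each left out 1 mouse came within 1.5 times of it (0.00203 and 0.00308), and so did Pearson's r (0.00289) and Spearman's rho (0.00308) over the 9 mice, settings chosen after seeing the values. For Csnk1a1, of the alternatives set before the data were examined, Pearson's r on log2(FPKM + 1) alone did (0.00688), and so did Pearson's r over the 9 mice (0.00847), a setting chosen after seeing the values. The start the paper prints for Gm43360 would give a length of 887 bp, and the annotated start gives the 2887 bp that the paper also states.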

Other observations

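In this part, the tests of RNAs without a poly(A) tail, of depth for the assembled lncRNAs, of the 112 transcripts of the pathway tables and of Gm43360 as a share of Atp2a2 were chosen only after the result was seen.

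Clock genes, which were singled out after their values were seen, were among the genes with the smallest p between the ages. Nfil3 fell by 2.41 on the log2 scale between 3 and 24 months, from 8.10 ± 2.61 to 0.668 ± 0.247 FPKM (SD, n = 5, adjusted p = 0.00458 from limma), and Npas2 fell by 1.97 (adjusted p = 0.0088 from limma). Arntl was at 11.9 ± 3.30 FPKM at 3 months, 3.89 at 12 months and 1.45 ± 1.35 at 24 months, and Dbp at 1.17 ± 0.891, 10.5 and 12.3 ± 6.84. From these 4 genes the hypothesis was formed that the older mice were collected at another circadian phase. The 13 other genes of the list, each with a direction written down beforehand, shifted as predicted by 0.49 (exact permutation p = 0.0238, 11 of 13 genes), which is consistent with it. Between 12 and 3 months the shift was 0.36 (exact p = 0.0317, 8 of 13 genes), and between 24 and 12 months it was 0.14 (exact p = 0.413). The paper states that young and old mice were killed on the same day and gives no hour. A different hour of collection and a clock shifted by age both predict this pattern, and no test here separates them. Transcripts with a daily rhythm among the calls would follow either way, and KEGG's circadian rhythm pathway held 5 called transcripts where 1.36 were expected (exact hypergeometric p = 0.0112, adjusted p = 0.634).

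The calls between 24 and 3 months were set beside random divisions of the 10 mice into 5 and 5. Of 100 divisions, the real one included, as many transcripts were called in 1 for mRNA, 2 for known lncRNA and 1 for assembled lncRNA transcripts with limma, and in 1, 1 and 3 with the F test. The median over the other divisions was still 251 mRNA transcripts with limma, against 469 in the real one, and 196 with the F test, against 702. At the level of genes, 386 had an adjusted p under 0.05, and the other divisions gave at most 4. Leaving out 1 mouse gave between 109 (without 3-month-old replicate 9) and 411 such genes (without 24-month-old replicate 32), a robust variance prior 239 and the F test 58. All 15 mice in one fit gave 663. Age therefore separates the mice beyond chance, while random groups also gave calls in numbers of the same order.

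Many transcript calls were not changes of the gene. Of the 469 called mRNA transcripts, 247 (52.7%) belonged to genes that moved by under 0.5 (log2) in the direction of the call, 66 of them to genes that moved against it, and 128 to genes that also passed 1. Expression estimated on another isoform of the same gene is a candidate explanation for these, be it a real switch or a division of the same reads. Within mice of one age, a called transcript had a median correlation of -0.27 with the other transcripts of its gene. Sets of transcripts matched to them gave -0.22 (1000 sets, from -0.32 to -0.10), so whether the calls trade off more than others cannot be told apart.

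The pathway tables of the paper rest on 112 of its 702 mRNA transcripts, 51 higher and 61 lower in old mice. Of the 702, 285 carry a KEGG pathway. Among these, 31 of the 33 members of the 4 pathways the paper names were in the list of 112 (93.9%), against 81 of the 252 others (32.1%; Fisher's exact p = 3.70e-12, 2-sided). None of 17 ribosome transcripts (Fisher's exact p = 0.000176), 0 of 6 lysosome transcripts and 1 of 8 spliceosome transcripts were. Because the named pathways were picked from this list, the test is not independent of it. It is in line with a list reduced to certain pathways before the enrichment was computed. How it was made is not stated in the paper's text.

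The number of mRNA and lncRNA pairs beyond 0.9 was set beside mice shuffled within each age, which keeps the difference between the ages and breaks all else. Of 29484 pairs between the 702 mRNA and 42 known lncRNA transcripts called by the F test, 392 were beyond 0.9. Shuffled mice gave a median of 203 (from 134 to 365), and 0 of 100 shuffles gave as many. Differences between the ages alone thus do not account for all such pairs, though at the median they give 51.8% of their number.

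Gm43360 lies in an intron of Atp2a2 on the same strand, and Atp2a2 fell with age. Reads of unspliced Atp2a2 transcripts may therefore contribute to Gm43360. Gm43360 as a share of Atp2a2 was 4.32% at 3 months and 3.34% at 12 months, and at 24 months it ranged from 0% to 6.18%; it did not differ between 24 and 3 months (exact permutation p = 0.706, and 0.635 without 24-month-old replicate 34). Over the 10 mice, Gm43360 and Atp2a2 had a Pearson's r of 0.694 (permutation p = 0.0238) and a Spearman's rho of 0.491 (p = 0.153). Without the 2 mice farthest from the median r was 0.546 (exact permutation p = 0.153). Over 15 mice r was 0.666 (p = 0.00576) and rho 0.407 (p = 0.135), and with each age centred rho was -0.54 (p = 0.0605). A transcript of its own and an intron remnant cannot be told apart with these values, because the share is too variable between mice. More broadly, of 10484 assembled transcripts inside introns, 9905 (94.5%) lay on the strand of the host gene, which is consistent with unspliced transcripts of the hosts as the source of many of them.

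Assembled lncRNAs were called mostly as higher in old mice, 105 of 134 between 24 and 3 months. The 24-month-old libraries were deeper than the 3-month-old ones by median, and deeper sequencing could raise transcripts near the detection limit. Between 12 and 3 months, where the medians of depth were farthest apart, 54 of 88 (61.4%) were higher at 12 months, and 40 of 100 divisions gave calls as one-sided. Between 24 and 12 months, where the 12-month-old libraries were the deeper by median, 81.0% of the called assembled lncRNAs were still higher at 24 months. The share between 24 and 12 months goes against depth. Between 12 and 3 months the direction is the one depth predicts, though the share was smaller than the 78.4% between 24 and 3 months. Yet 10 of 100 divisions of the 24- and 12-month-old mice, and 8 of 100 for 24 and 3 months, gave calls as one-sided as the real ones, so these shares lie within their spread, and depth and chance cannot be told apart from age as reasons.

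The library method was examined through RNAs without a poly(A) tail. Of 11 such genes, 3 were above 10 FPKM on average, Rn7sk at 3489 (listed at 0 in 1 mouse), Rn7s1 at 1428 (listed at 0 in 2 mice) and Rn7s2 at 122 (listed at 0 in 8 mice), and 6 were in the table at all. The mean of Rn7s2 rested on a single 3-month-old mouse with 1836 FPKM. At 12 and 24 months Rn7s2 reached at most 0.000805 and 0.000558 FPKM, so it adds little to this count. Of 66 replication-dependent histone genes, 19 were above 1 FPKM. Removal of ribosomal RNA, as the labels say, would give such values, and so could priming inside transcripts after oligo(dT) purification, so the methods cannot be told apart by these genes.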
